# Cell-specific vulnerability to metabolic failure: the crucial role of parvalbumin expressing neurons in creatine transporter deficiency

**DOI:** 10.1186/s40478-023-01533-w

**Published:** 2023-03-07

**Authors:** Elsa Ghirardini, Giulia Sagona, Angel Marquez-Galera, Francesco Calugi, Carmen M. Navarron, Francesco Cacciante, Siwei Chen, Federica Di Vetta, Lorenzo Dadà, Raffaele Mazziotti, Leonardo Lupori, Elena Putignano, Pierre Baldi, Jose P. Lopez-Atalaya, Tommaso Pizzorusso, Laura Baroncelli

**Keywords:** Creatine transporter deficiency, Neurodevelopmental disorders, Parvalbumin neurons, Energy metabolism, Synapse

## Abstract

Mutations in the solute carrier family 6-member 8 (*Slc6a8*) gene, encoding the protein responsible for cellular creatine (Cr) uptake, cause Creatine Transporter Deficiency (CTD), an X-linked neurometabolic disorder presenting with intellectual disability, autistic-like features, and epilepsy. The pathological determinants of CTD are still poorly understood, hindering the development of therapies. In this study, we generated an extensive transcriptomic profile of CTD showing that Cr deficiency causes perturbations of gene expression in excitatory neurons, inhibitory cells, and oligodendrocytes which result in remodeling of circuit excitability and synaptic wiring. We also identified specific alterations of parvalbumin-expressing (PV^+^) interneurons, exhibiting a reduction in cellular and synaptic density, and a hypofunctional electrophysiological phenotype. Mice lacking *Slc6a8* only in PV^+^ interneurons recapitulated numerous CTD features, including cognitive deterioration, impaired cortical processing and hyperexcitability of brain circuits, demonstrating that Cr deficit in PV^+^ interneurons is sufficient to determine the neurological phenotype of CTD. Moreover, a pharmacological treatment targeted to restore the efficiency of PV^+^ synapses significantly improved cortical activity in *Slc6a8* knock-out animals. Altogether, these data demonstrate that *Slc6a8* is critical for the normal function of PV^+^ interneurons and that impairment of these cells is central in the disease pathogenesis, suggesting a novel therapeutic venue for CTD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-023-01533-w.

## Introduction

Creatine Transporter Deficiency (CTD) is an X-linked metabolic disorder causing cerebral creatine (Cr) deficit, intellectual disability, psycho-motor impairment, autistic-like behavior, and epilepsy. CTD etiology has been related to multiple mutations in the solute carrier family 6-member 8 (*Slc6a8*) gene encoding the protein responsible for cellular Cr uptake [1, 2].

Animal models either lacking the *Slc6a8* gene or engineered to express an allele with a point mutation found in patients, largely reproduce the endophenotype of the human condition [3–8]. The availability of these transgenic lines of rodents allowed the scientific community to take initial steps towards dissecting the pathological determinants of CTD [8]. Loss-of-function of *Slc6a8* does not result in overt alterations of brain structure and neuronal density, but rather induces a subtle reorganization of cerebral circuits and cellular metabolic processes [3, 5, 7–15]. However, a clear picture of the key cellular players involved in the development and progression of CTD is still missing. This represents a major issue, because a better knowledge of the causative mechanisms is crucial to identify novel druggable targets of translational value for a disease that is still untreatable [8].

Different cell types in the brain have distinctive metabolic profiles [16], resulting in a highly diversified energy demand in neuronal and glial populations [17]. Neurons consume 75–80% of the energy produced [18, 19] and might be particularly susceptible to the decreased ATP availability observed in CTD [9]. Intriguingly, the analysis of Slc6a8 RNA and protein levels revealed that its expression presents a significant heterogeneity across brain circuits [20–22], with a prominent expression in fast-spiking, parvalbumin-expressing (PV^+^) interneurons and oligodendrocytes [22, 23]. Thus, we hypothesized that the perturbation of energy supply due to Cr deficiency might have a multiform impact on the different brain cell populations. To test this possibility, we used a multi-level approach, ranging from RNA sequencing to patch-clamp recordings, behavioral assessment, optical imaging and EEG to explore cell-specific consequences of *Slc6a8* deletion.

We found that a defective supply of Cr affects the transcriptome of excitatory and inhibitory neurons and oligodendrocytes, inducing a morphological and functional rearrangement of neural circuits. In this framework, we focused on the high-energy-requiring PV^+^ GABAergic interneurons, demonstrating that this cellular population crucially contributes to the pathogenesis of CTD and might represent a suitable target for therapeutic intervention.

## Materials and methods

### Animals

We employed male mice hemizygous for the deletion of exons 5–7 in the *Slc6a8* gene (KO; CrT^−/y^) and their wild-type (WT; CrT^+/y^) littermates [4]. To target patch-clamp recordings to PV^+^ interneurons, we injected an AAV pCAG-FLEX-EGFP-WPRE vector (Addgene viral prep #51502-AAV9) in the lateral ventricles of newborn CrT^+/y^ and CrT^−/y^ mice expressing Cre recombinase under the parvalbumin (PV) promoter (PV::CrT^+/y^ and PV::CrT^−/y^, respectively). Finally, we generated a conditional mouse line carrying the floxed *Slc6a8* and PV-Cre alleles (PV::CrTfl^+/y^ and PV::CrTfl^−/y^) to study the effects of cell-specific *Slc6a8* deletion. Mice carrying the deleted/floxed *Slc6a8* allele were on pure C57Bl/6 J background; mice with the PV-Cre allele were from the B6.129P2-Pvalbtm1(cre)Arbr/J strain (JAX stock #017320). Mutant and wild-type animals for each group were invariably selected from the same litters, with a minimum of three litters for each experiment. All experiments were authorized by the Italian Ministry of Health (#1052/2020-PR). Data collection and analysis were performed blind to experimental conditions. See Additional file 1 for a more detailed description of methods.

### Bulk RNA sequencing (bulk RNA-seq)

Total RNA was extracted from the cerebral cortices of 3 CrT^+/y^ and 4 CrT^−/y^ animals (postnatal day 100, PND100) using the Qiagen RNeasy Midi Kit (Qiagen Inc.). RNA libraries were constructed using the Universal Plus mRNA-Seq kit (Tecan Genomics) and sequenced on paired-end 150 bp mode on NovaSeq 6000 (Illumina) at the Istituto di Genomica Applicata (IGA). The resulting sequencing data for each library were post-processed to obtain FastQ files, then demultiplexed using Bcl2Fastq 2.20 version of the Illumina pipeline. FastQ files can be accessed at the GEO repository (GSE218797). Transcriptomic data were run through Limma [24] to determine differentially expressed genes (DEGs, adjusted p-value < 0.1). Gene Ontology (GO) analysis was performed using the ShinyGO tool [25]. To search for interaction networks of corresponding proteins, we used the STRING database [26]. Validation of top DEGs was performed with quantitative PCR (qPCR).

### Single-nucleus RNA sequencing (snRNA-seq)

Nuclei were acutely purified from the cerebral cortex of 2 CrT^+/y^ and 2 CrT^−/y^ animals (PND100) as described previously, with minor modifications [27]. The whole cortex of the right cerebral hemisphere was manually dissected for each mouse. Tissue dissection was performed with extreme caution to avoid cross contamination with underlying brain tissue. For every sample, 15000 nuclei were loaded into a Chromium Single Cell A Chip (10 × Genomics) and processed following the manufacturer’s instructions. Single-nuclei RNA-seq libraries were prepared using the Chromium Single Cell 3’ Library & Gel Bead kit v2 and i7 Multiplex kit (10 × Genomics). Pooled libraries were then loaded on a HiSeq2500 instrument (Illumina) and sequenced to obtain 75 bp paired-end reads. snRNA-seq data can be accessed at the GEO repository (GSE216766). Sequenced samples were processed using the Cell Ranger (v.3.1.0) pipeline (10 × Genomics). Downstream analyses were performed using the R package Seurat (v3.1.4). To explore the heterogeneity of the cortex, we identified 7 major cell populations. DEGs between the two groups were identified using the Wilcoxon Rank Sum test and Bonferroni correction (adjusted p-value < 0.1). GO analysis for each differentially expressed gene list was performed as described above. The overlap between snRNA-seq and bulk RNA-seq data was assessed using a Fisher Exact Test.

### Electrophysiology

Brain slices containing the prefrontal cortex were prepared from PND30-P40 animals as described [28]. A subset of experiments was performed on visually identified pyramidal cells of layer II/III from CrT^+/y^ (n = 8) and CrT^−/y^ (n = 5) mice. Recordings from PV^+^ interneurons of cortical layers II/III and V were obtained by targeting GFP positive cells in PV::CrT^+/y^ (n = 5) and PV::CrT^−/y^ (n = 8) animals injected with the AAV pCAG-FLEX-EGFP-WPRE vector. Patch pipettes (2.5–4.5 MΩ resistance) were made from borosilicate glass capillaries (World Precision Instruments) using a P-97 puller (Sutter Instruments) and filled with a potassium gluconate-based solution. Whole-cell recordings were acquired using a Multiclamp 700A controlled by Clampex 11.2 via a Digidata 1550B amplifier (Molecular Devices). Clampfit 10.7 software was used for analysis. Differences between the groups were assessed with either a two-tailed t-test or two-way ANOVA (Graphpad Prism 9.4.1).

### Immunohistochemistry

Coronal brain Sects. (45 μm) from CrT^+/y^ (n = 6) and 6 CrT^−/y^ (*n* = 6) mice were processed for immunohistochemistry (Parvalbumin, 1:1000, catalog #195004, Synaptic System). To quantify the density of PV^+^ cells and synaptic puncta in the cerebral cortex we used a Zeiss microscope (Carl Zeiss). Differences between the two groups were assessed with a two-tailed t-test (Graphpad Prism 9.4.1).

### Y maze

PV::CrTfl^+/y^(n = 9) and PV::CrTfl^−/y^ (*n* = 8) mice (PND180) were allowed to explore a Y-shaped maze for a single trial of 8 min. Trials were video-recorded (Noldus Ethovision XT) for offline analysis. A triad was defined as a set of three consecutive arm entries, with each entry being into a different arm of the maze (e.g., A-B-C). The alternation percentage was calculated by dividing the number of triads by the number of possible alternations [5]. A two-tailed t-test revealed the difference between the two groups.

### Open field and object recognition test

PV::CrTfl^+/y^ (n = 5) and PV::CrTfl^−/y^ (*n* = 5) mice (PDN180) were allowed to explore a squared arena for a single trial of 10 min (day 1, open field). An area corresponding to the center of the arena was defined to assess emotional behavior. Total movements of animals and the time spent in the center area were automatically computed by Noldus Ethovision. For the object recognition test (ORT), two identical objects were placed in diagonally opposite corners of the same arena, approximately 15 cm from the walls, and mice were allowed 10 min to explore them (day 2, familiarization phase). The testing phase was performed 24 h after the familiarization phase (day 3). One of the familiar objects was replaced with a new one and mice were allowed to explore the two objects for 5 min. A discrimination index was computed as DI = (T_new_—T_old_)/(T_new_ + T_old_), where T_new_ is the time spent exploring the new object, and T_old_ is the time spent exploring the old one [5]. A two-tailed t-test was used to reveal the differences between the two groups.

### Intrinsic optical signal (IOS) imaging

Surgery and imaging sessions were performed as described [29], starting at least two days after the Y maze. A metal ring was affixed over the binocular visual cortex cortex of PV::CrTfl^+/y^ (*n* = 13) and PV::CrTfl^−/y^ (*n* = 12) animals and used to secure the animal under the objective. Images were visualized using a custom-made setup based on a Leica macroscope (Leica Z6 APO coupled with a Leica PanApo 2.0X; Leica Microsystems) and red-light LED illumination (630 nm). Visual stimuli were sinusoidal wave gratings (0.03 c/deg, 20 cd/m2, 90%, 4 Hz), generated using Matlab Psychtoolbox. A two-tailed t-test assessed differences between groups.

### EEG recordings

A two-channel head mount was implanted on the skull of PV::CrTfl^+/y^ (*n* = 18) and 18 PV::CrTfl^−/y^ (n = 18) mice, at least two days after IOS imaging. EEG was recorded using a preamplifier connected to a data acquisition system and Sirenia Software 1.7.9 (Pinnacle Technology). We evaluated spontaneous (baseline) cortical activity for 24 h, before assessing the effects of kainic acid (KA; intraperitoneal injection, 10 mg/kg). To quantify seizure episodes, we used Sirenia Seizure Pro 1.8.4 [29]. A two-tailed t-test and χ^2^ test were used to assess differences between groups.

### Stereotaxic injections of zolpidem

Zolpidem (100 μM) was injected at 3 sites surrounding the binocular visual cortex in CrT^+/y^ (n = 8) and CrT^−/y^ (n = 10) mice. A two-tailed t-test and two-way repeated measures ANOVA followed by post-hoc Holm–Sidak test were used to assess the effect of zolpidem treatment on cortical activity.

## Results

### Creatine deficiency affects brain expression of genes related to metabolism and synaptic signaling

To investigate how gene expression is altered in conditions of Cr depletion, we performed bulk RNA-seq from the cerebral cortex of adult CrT^+/y^ and CrT^−/y^ animals. 

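Cortical RNA was sequenced from 3 CrT +/y and 4 CrT -/y male littermates at postnatal day 100. The CrT -/y males carry a deletion of exons 5 to 7 of *Slc6a8* on their only X chromosome, and the gene encodes the transporter that brings Cr into cells. The authors aligned the reads to the mouse assembly mm10 with the Tuxedo protocol and deposited, for each gene and animal, the fragments scaled to exon length and mapped reads (FPKM). These values are already divided by transcript length and by the depth of each library, and they are not counts. The table lists 24346 genes by symbol, 5246 of them at 0 FPKM in all 7 animals, and the number of genes above 0 FPKM was between 17612 and 17821 in CrT -/y animals and between 17207 and 17477 in CrT +/y animals. The 10 genes of highest expression took 3.48% to 3.57% of the summed FPKM in CrT -/y animals and 3.56% to 3.65% in CrT +/y animals. For the comparison of genotypes, 0.1 was added to each FPKM value before taking log2, genes with a mean of at least 1 FPKM over the 7 animals were kept, and each gene was tested with limma on genotype alone, with a trend of the variance on expression and Benjamini-Hochberg adjustment. Because of the added 0.1, log2 fold changes of genes near 1 FPKM are understated. The paper names limma and an adjusted p-value under 0.1, and its text does not name a transformation or a filter on low values. Over the tested genes, Pearson's r between the log2 profiles of 2 animals was 0.986 to 0.990 among CrT -/y animals, 0.982 to 0.984 among CrT +/y animals and 0.979 to 0.987 across genotypes. The first 2 principal components held 29.4% and 21.9% of the variance. On the first, the CrT -/y animals lay between -13.4 and -8.14 and the CrT +/y animals at 24.6, 13.0 and 4.00.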

We found 957 genes which expression was regulated by Cr, with 500 genes upregulated and 457 genes downregulated (Fig. 1a; Additional file 2: Table S1). 

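Among the 12988 genes tested, 1318 had an adjusted p-value under 0.1 with limma, 377 of them higher and 941 lower in CrT -/y animals, so that 28.6% of the DEGs were upregulated. This share depended on how the animals were scaled to each other. It was 48.8% after quantile normalization (528 upregulated and 555 downregulated), 48.2% after median centring (490 and 527) and 61.5% after upper quartile scaling (741 and 463). At an adjusted p-value under 0.05 there were 366 DEGs. Without adjustment, 3252 genes had a p-value under 0.05. In 2801 genes (21.6%) the 4 CrT -/y animals all lay on one side of the 3 CrT +/y animals, where chance gives 5.71%, and 1270 of the DEGs were among them. The choice that moved the number of DEGs most was which animals entered the fit, with 64 DEGs without CrT -/y replicate 1 and 3733 without CrT +/y replicate 3. Table S1 of the paper lists 956 genes, of which 940 were tested. The change had the listed direction in 931 of them, and 673 were also DEGs in that direction (267 upregulated and 406 downregulated). A further 645 DEGs (110 upregulated and 535 downregulated) are not in Table S1. Among DEGs whose groups did not overlap, the largest rises were in *Ccl17* (log2 fold change 2.21, standard error 0.62), *Cdhr1* (1.51, standard error 0.42) and *Fgfbp1* (1.31, standard error 0.33), and the largest falls were in *4933427I22Rik* (-2.15, standard error 0.39), *Gm16062* (-1.68, standard error 0.44) and *Hist1h1e* (-1.24, standard error 0.32). Each of these genes but *Cdhr1* and *4933427I22Rik* had a mean under 2 FPKM in both genotypes, and the rise of *Cdhr1* was uneven, with 9.14 FPKM in CrT -/y replicate 1 and 2.83 to 3.44 FPKM in the other 3. *Ccl17* was at 0 FPKM in CrT +/y replicate 3, so the size of its rise depended on the value added before taking log2. Its log2 fold change was 0.92 with 1 added and 3.38 with 0.01 added. It lost its call with 0.01 added (adjusted p = 0.14 with limma) and without a filter on low values (adjusted p = 0.14 with limma). Without that filter *Cdhr1*, *Fgfbp1*, *Gm16062* and *Hist1h1e* lost their calls too (adjusted p = 0.14, 0.11, 0.11 and 0.11 with limma). Each of them, and *Ccl17*, also lost its call in at least 1 fit that left out an animal. *4933427I22Rik* kept its call in all of these. *Hist1h1e* belongs to a histone family of similar sequence. The authors kept only uniquely aligned reads, so some of its reads may be missing from its values.
Of the genes that the paper also measured by qPCR, *Apln* was at 6.40 ± 0.677 FPKM (SD, n = 4) in CrT -/y and 12.8 ± 1.13 FPKM (SD, n = 3) in CrT +/y animals, a log2 fold change of -0.996 (adjusted p = 0.0049 with limma). *Capsl* was at 1.82 ± 0.309 against 1.00 ± 0.281 FPKM (0.82, adjusted p = 0.061 with limma). *Scd3* was at 0.862 ± 0.125 against 1.31 ± 0.121 FPKM (-0.56, adjusted p = 0.098 with limma), close to the threshold, and it lost its call when any single animal was left out. *Sla2* was at 2.23 ± 0.266 against 1.76 ± 0.251 FPKM (0.32, adjusted p = 0.19 with limma), and its groups overlapped.

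**Figure D1:**
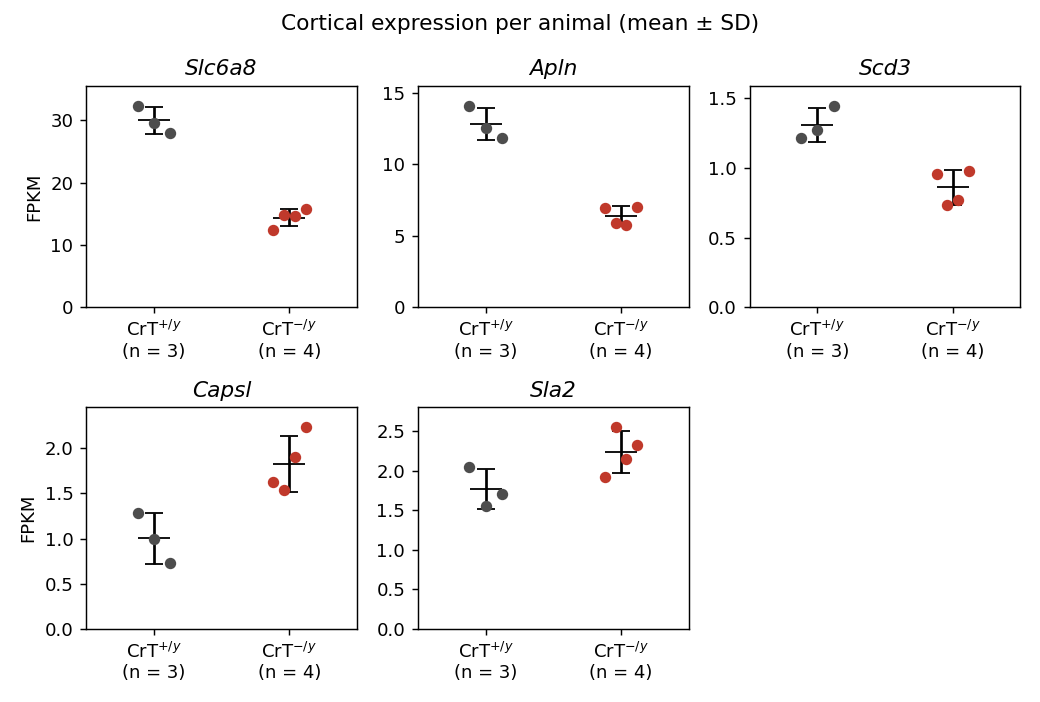
FPKM of 5 genes that the paper also measured by qPCR, with 1 point for each CrT +/y (grey, n = 3) and CrT -/y (red, n = 4) animal; bars give the mean and SD, and each vertical axis starts at 0. The genotypes are apart for *Slc6a8*, *Apln*, *Scd3* and *Capsl* and overlap for *Sla2*.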

As expected, *Slc6a8* was significantly downregulated in the cortex of CrT^−/y^ mutant mice. These results were confirmed by qPCR (Additional file 3: Table S2). 

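*Slc6a8* lies on chromosome X of GRCm38 (the assembly also called mm10) from 73673150 to 73682502, on the plus strand. In the longest principal transcript of the GENCODE annotation, which has 13 exons and 3314 bp, exons 5 to 7 span 73678636 to 73679188 and hold 364 bp of coding or untranslated exon sequence, 11.0% of the transcript. The paper does not name the transcript behind its exon numbers. FPKM were computed over the whole gene, so RNA from the exons outside the deletion still counts toward it. *Slc6a8* was at 12.4, 14.9, 14.7 and 15.7 FPKM in the 4 CrT -/y animals and at 32.3, 29.6 and 28.0 FPKM in the 3 CrT +/y animals. The means were 14.4 ± 1.41 (SD, n = 4) and 30.0 ± 2.15 FPKM (SD, n = 3), so that 48.1% of the CrT +/y level remained. The log2 fold change was -1.05 (standard error 0.087, adjusted p = 0.0024 with limma), and every CrT -/y animal was below every CrT +/y animal (exact permutation test, two-sided p = 0.0286, the smallest that 4 animals against 3 allow). Over the alternative settings, the log2 fold change lay between -1.10 and -0.94.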

GO analysis for biological process revealed that the transcription of many genes involved in the cellular response to stress, protein translation and energy metabolism were upregulated (Fig. 1b; Additional file 4: Table S3), with ribosomes and mitochondria being the most enriched compartments in cellular component analysis (Fig. 1c; Additional file 5: Table S4). Accordingly, a search for corresponding protein–protein interaction (PPI) networks indicated that these genes were significantly connected in biological clusters related to the ribosomal function and the mitochondrial respiratory chain (Additional file 1: Fig. S1; Additional file 6: Table S5). In contrast, the list of downregulated genes was enriched for items implicated in the regulation of protein folding and synaptic signaling (Fig. 1d; Additional file 4: Table S3), and their transcription was primarily localized in the endoplasmic reticulum (ER) and postsynaptic compartment (Fig. 1e; Additional file 5: Table S4). 

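Since the memberships of the GO terms were not used here, 2 gene sets were defined by symbol to measure protein translation and energy metabolism, the cytosolic ribosomal protein genes and the nuclear respiratory chain genes. The 84 ribosomal protein genes had a median log2 fold change of 0.19 and 73 of them were higher in CrT -/y animals. In limma's competitive gene set test camera, with an inter-gene correlation of 0.01, the set rose against all other genes with p = 3.3e-14 (1.3e-13 after adjustment over 4 sets). With the inter-gene correlation estimated from these animals, p was 0.172. Only 9 members were upregulated DEGs and 0 were downregulated (Fisher's exact test, one-sided p = 7.2e-04 against all tested genes). The set was not uniformly low in CrT +/y animals. Its level, the median log2 deviation from the mean of the 7 animals, was between 0.056 and 0.098 in CrT -/y animals and was -0.199, -0.214 and 0.097 in CrT +/y replicates 1, 2 and 3, so the genotypes overlapped (exact permutation test, two-sided p = 0.114). This overlap depended on the scaling, and after upper quartile scaling the levels gave an exact permutation p of 0.0286. Ribosomal protein transcripts are short, with a median of 1076 bp against 3481 bp over all tested genes, taking the longest annotated transcript of each gene. The transcript expressed can be shorter, so the correction for length may be incomplete. After the trend of each animal with transcript length was taken out, the median log2 fold change of the set was 0.12 (limma camera p = 9.2e-08), and its level no longer overlapped between genotypes (exact permutation p = 0.0286). The members with the smallest p-values were *Rpl37* (160.7 ± 3.99 FPKM in CrT -/y, n = 4, and 109.7 ± 19.5 FPKM in CrT +/y animals, n = 3; log2 fold change 0.56, adjusted p = 0.031 with limma), *Rpl35a* (0.43, adjusted p = 0.036 with limma) and *Rpl21* (0.23, adjusted p = 0.054 with limma). Ribosomal protein genes have processed pseudogenes of similar sequence. The authors kept only uniquely aligned reads, so some reads of these genes may be missing from their values, which was not tested here.
Of the 35 genes that Table S3 lists under translation, 34 were higher in CrT -/y animals and 15 were DEGs. Table S4 lists 65 upregulated genes under mitochondrion and 30 under ribosome. For mitochondrion, 64 were tested, 63 were higher and 28 were DEGs, and for ribosome, 29 were higher and 9 were DEGs. The 4 genes that Table S3 lists under the stress response to metal ion were all higher, and 2 were DEGs. The genes in these tables were chosen by the paper because they changed in the same 7 animals.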

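The 83 respiratory chain genes had a median log2 fold change of 0.09 and 65 of them were higher in CrT -/y animals (adjusted p = 5.4e-06 in limma camera). With the estimated inter-gene correlation, limma camera gave p = 0.329, and after the correction for transcript length it gave p = 0.026 (exact permutation p of the animals' levels 0.257). The level of the set was between 0.015 and 0.091 in CrT -/y animals and was -0.118, -0.176 and 0.136 in CrT +/y replicates 1, 2 and 3 (exact permutation test, two-sided p = 0.314), so the difference was within the spread between CrT +/y animals. Among the members, 2 were upregulated and 2 were downregulated DEGs, no more upregulated DEGs than chance gives (Fisher's exact test, one-sided p = 0.699). *Ndufv3* was at 110.5 ± 14.4 FPKM (SD, n = 4) in CrT -/y and 80.1 ± 15.9 FPKM (SD, n = 3) in CrT +/y animals (log2 fold change 0.47, adjusted p = 0.083 with limma), with overlapping groups. *Ndufa13* rose (0.25, adjusted p = 0.090 with limma), while *Sdha*, a subunit of complex II, fell (-0.23, adjusted p = 0.082 with limma). Of the STRING clusters in Table S5, the cytosolic ribosome has 23 listed genes, all of them higher in CrT -/y animals with a median log2 fold change of 0.28, and 8 were DEGs. The respirasome cluster has 12 listed genes, all higher with a median of 0.24, and 2 were DEGs. Members of both clusters were listed by the paper for their rise in the same animals.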

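For protein folding, 76 genes of the Hsp, Dnaj, Pdia and Cct families were taken by symbol, and for synaptic signaling 95 genes encoding synaptic receptors, scaffolds and vesicle proteins. The folding genes had a median log2 fold change of -0.14, and 60 of them were lower in CrT -/y animals (adjusted p = 1.2e-06 in limma camera). The set held 21 downregulated and 0 upregulated DEGs (Fisher's exact test, one-sided p = 5.8e-08). Its level was lower in every CrT -/y animal than in every CrT +/y animal (exact permutation test, two-sided p = 0.0286). *Pdia6* was at 36.9 ± 0.863 FPKM (SD, n = 4) in CrT -/y and 55.8 ± 1.43 FPKM (SD, n = 3) in CrT +/y animals, a log2 fold change of -0.59 (standard error 0.049). *Hspa5*, the main chaperone of the ER, was at 67.1 ± 3.39 against 106.1 ± 9.39 FPKM, a log2 fold change of -0.66 (standard error 0.070). *Pdia4* was at 12.1 ± 0.531 against 18.5 ± 1.19 FPKM, a log2 fold change of -0.60 (standard error 0.065).
The synaptic genes moved less, with a median log2 fold change of -0.07, and 70 of them were lower in CrT -/y animals (adjusted p = 0.0016 in limma camera). With the inter-gene correlation estimated, limma camera gave p = 0.164, while the set level did not overlap between genotypes (exact permutation test, two-sided p = 0.0286). The median was -0.0099 after upper quartile scaling, where the levels of the animals gave an exact permutation p of 0.0571. After the correction for transcript length the genotypes overlapped (exact permutation p = 0.143); synaptic transcripts are long, with a median of 4962 bp. Of these genes, 18 were downregulated DEGs and 1 was upregulated (Fisher's exact test for the downregulated, one-sided p = 1.4e-04). *Homer1* was at 43.5 ± 2.66 FPKM (SD, n = 4) in CrT -/y and 72.2 ± 12.3 FPKM (SD, n = 3) in CrT +/y animals, a log2 fold change of -0.72 (adjusted p = 0.025 with limma). *Cacng2* was at 18.8 ± 0.282 against 27.1 ± 4.35 FPKM (-0.51, adjusted p = 0.032 with limma), and *Grm3* at 33.2 ± 0.748 against 40.8 ± 2.77 FPKM (-0.29, adjusted p = 0.039 with limma).
Table S3 lists 18 downregulated genes under protein folding and 34 under synaptic signaling. All were lower in CrT -/y animals, and 18 and 33 of them were DEGs. The 15 genes of the ER lumen (median log2 fold change -0.51) and the 34 of the postsynapse (-0.33) in Table S4 were all downregulated DEGs. The same table lists 53 upregulated genes under endoplasmic reticulum, of which 52 were tested, all higher in CrT -/y animals, and 31 were DEGs. All of these lists hold genes that the paper chose for their change in the same animals. Their counts are therefore no independent test.

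**Figure D2:**
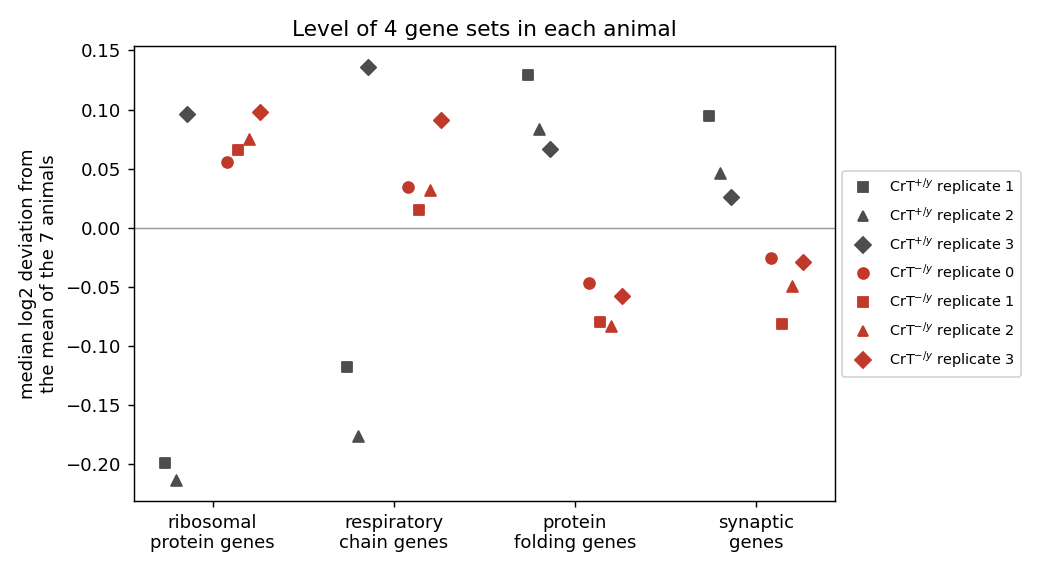
Level of 4 gene sets in each of the 7 animals, as the median over the set's genes of the log2 deviation from the mean of the 7 animals (vertical axis), with 1 point per animal, CrT +/y in grey and CrT -/y in red, and 1 symbol shape per replicate number. The genotypes are apart for the folding and synaptic sets, and CrT +/y replicate 3 lies with or above the CrT -/y animals for the ribosomal (0.097) and respiratory chain (0.136) sets.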

PPI analysis identified the chaperone complex as the most represented cluster (Additional file 1: Fig. S2; Additional file 6: Table S5).

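In Table S5, the cluster of the ER chaperone complex and unfolded protein response has 11 listed genes, all of them downregulated DEGs with a median log2 fold change of -0.53. The narrower cluster of the ER chaperone complex has 6 listed genes with a median of -0.57, all of them downregulated DEGs. The paper listed these genes because they fell in the same animals, so the counts are no independent test. Chaperone genes of the cytosol fell too. *Chordc1*, a co-chaperone of Hsp90, was at 19.6 ± 0.395 FPKM (SD, n = 4) in CrT -/y and 33.8 ± 2.20 FPKM (SD, n = 3) in CrT +/y animals, a log2 fold change of -0.78 (standard error 0.058). *Hsph1* was at 73.9 ± 7.51 against 107.8 ± 7.59 FPKM, a log2 fold change of -0.55 (adjusted p = 0.025 with limma). *Stip1* was at 53.7 ± 2.85 against 72.0 ± 4.23 FPKM, a log2 fold change of -0.42 (standard error 0.063), with CrT -/y replicate 1 at 49.5 FPKM, apart from the other 3 CrT -/y animals at 54.5 to 55.4 FPKM.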

**Fig. 1:**
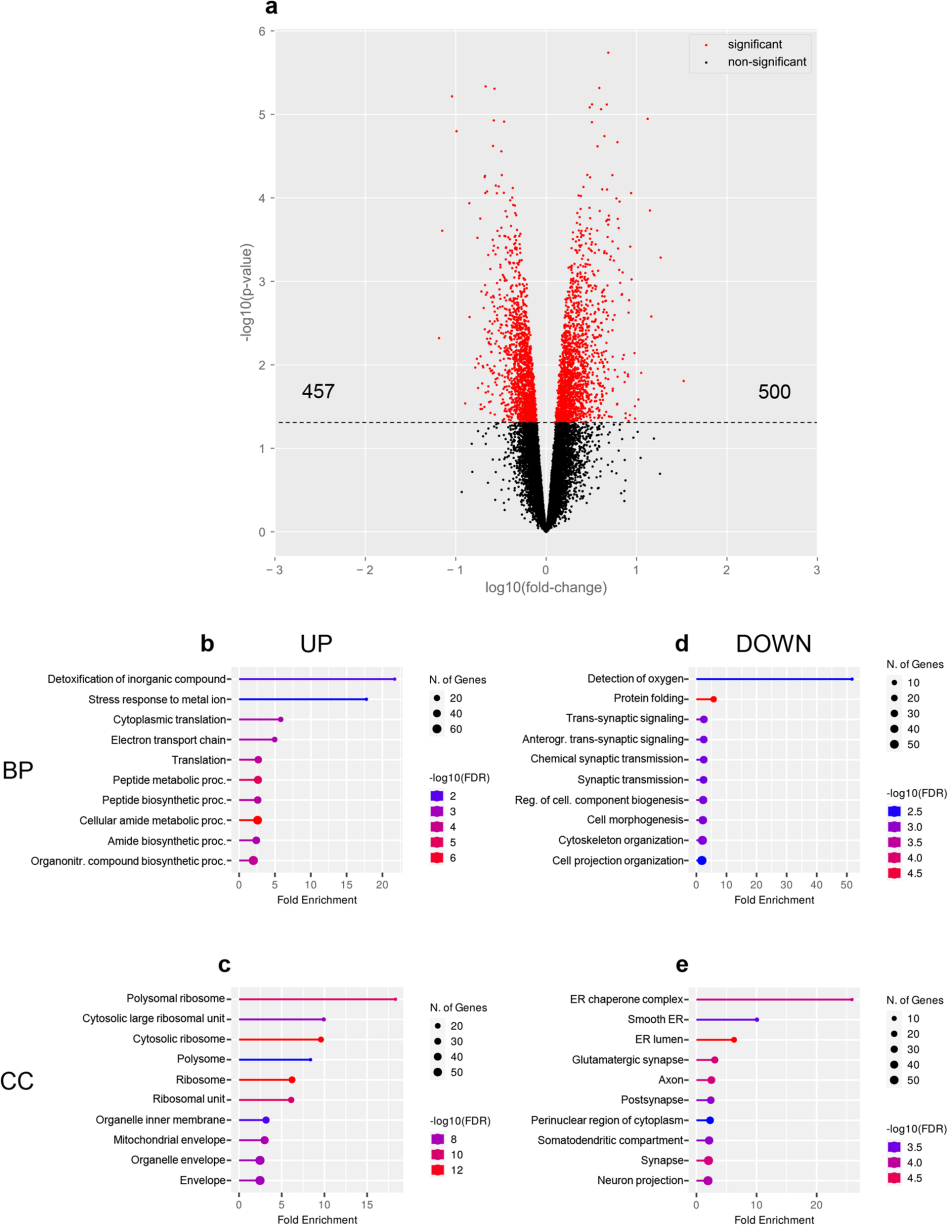
Differentially expressed genes in the cerebral cortex of CrT^−/y^ mice. **a** Volcano plot of the DEGs in the bulk RNA-seq data sets from CrT^+/y^ (*n* = 3) and CrT^−/y^ (*n* = 4) animals. Red points mark the significantly up- or downregulated genes in the CrT^−/y^ cerebral cortex (*p* < 0.1). **b**,**d** Fold enrichment of top-level overrepresented GO terms for biological process (BP) highlighting metabolic pathways in the set of upregulated genes (**b**) and synaptic pathways in the set of downregulated genes (**d**). **c,e** Fold enrichment of top-level overrepresented GO terms for cellular component (CC) highlighting ribosomes and mitochondria in the set of upregulated genes (**c**), and ER and synapses in the set of downregulated genes (**e**). Calculated by ShinyGO 0.76.3, FDR < 0.05

### Creatine deficiency affects the transcriptome of excitatory neurons, inhibitory cells and oligodendrocytes

We then used snRNA-seq to generate a comprehensive map of the most affected cell types in the brain of CrT^−/y^ mice. Supervised clustering analysis using canonical marker genes classified nuclei into seven major populations representing the main cell types: excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes (ODCs), oligodendrocyte precursors cells (OPCs), microglia, and vascular/endothelial cells (Fig. 2a,b; Additional file 1: Fig. S3d; Additional file 7: Table S6). Importantly, the *Slc6a8* gene was significantly downregulated in CrT^−/y^ mutant mice (Additional file 1: Fig. S3e,f). Integrative analysis did not detect any compositional differences between the datasets (Fig. 2a-d; Additional file 8: Table S7), indicating that Cr deficiency does not cause major changes in the proportion of specific cell populations.

**Fig. 2:**
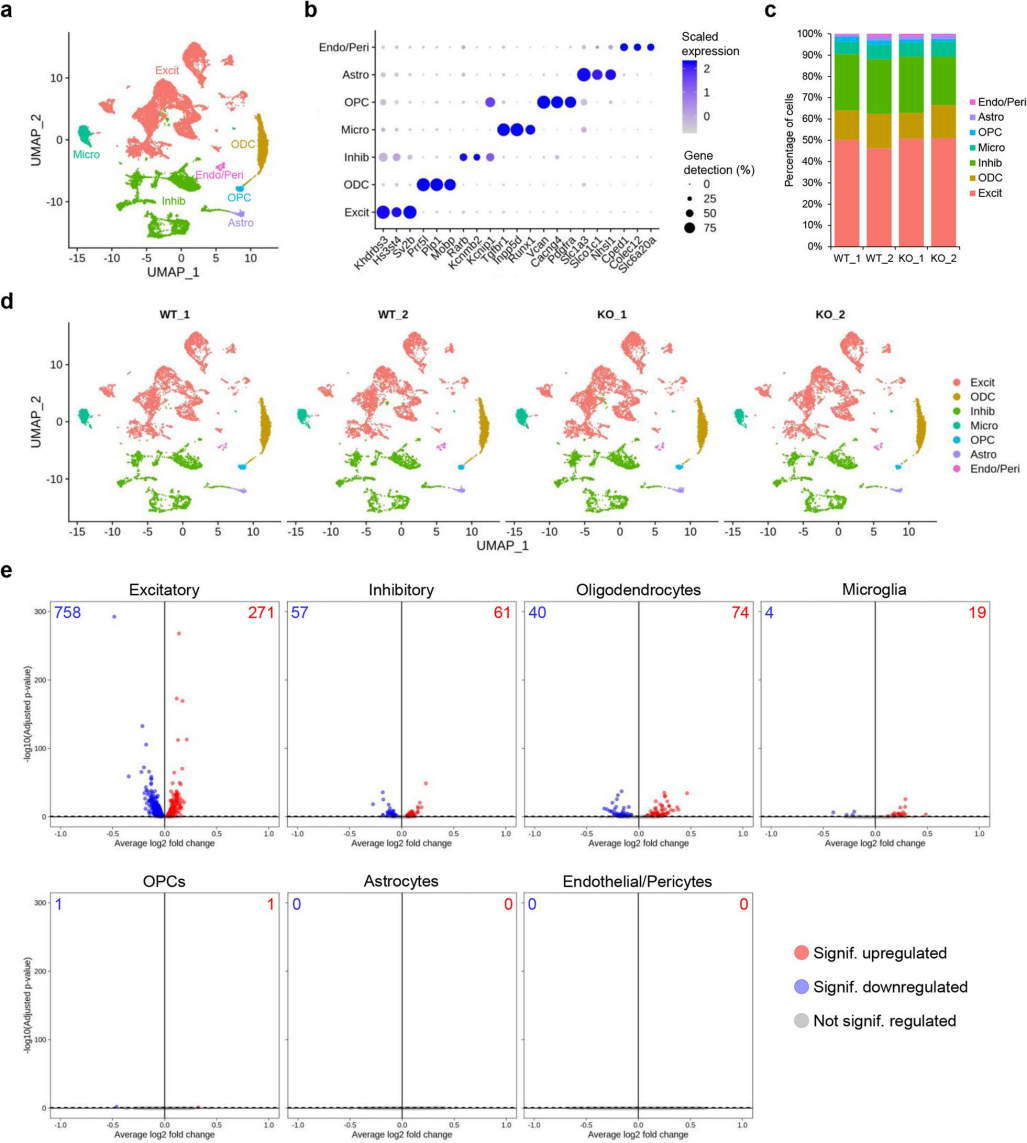
SnRNA-seq analysis of the cerebral cortex of CrT^+/y^ (WT) and CrT^−/y^ (KO) animals**. a** UMAP plot showing the populations identified in the snRNA-seq dataset of CrT^+/y^ (*n* = 2) and CrT^−/y^ (*n* = 2) animals. **b** Dot plot showing expression levels and gene detection of markers for the 7 major populations identified. **c** Bar graphs showing comparable distribution of each cell population between replicates and genotypes. **d** UMAP plot showing the populations identified in the snRNA-seq dataset of CrT^+/y^ and CrT^−/y^ animals by sample of origin. **e** Volcano plots showing the DEGs for each major cell population. The up- and downregulated genes are marked in red and blue, respectively, and their number is indicated at the top of each plot. Significant differences were detected in excitatory and inhibitory neurons, oligodendrocytes, and microglia, but not in astrocytes and vascular/endothelial cells (Wilcoxon Rank Sum test, adj p-value < 0.1)

Differential gene expression analysis revealed that 1146 genes were dynamically regulated across the genotypes in the cerebral cortex: while we failed to detect any differentially regulated genes (DEGs) in astrocytes and endothelial cells, we found significant changes in the transcriptome of excitatory (1029 genes: 271 upregulated and 758 downregulated) and inhibitory neurons (114 genes: 74 upregulated and 40 downregulated), oligodendrocytes (118 genes: 61 upregulated and 57 downregulated) and their precursors (OPCs, 2 genes: 1 upregulated and 1 downregulated), and microglial cells (23 genes: 19 upregulated and 4 downregulated; Fig. 2e, Additional file 9: Table S8). These data suggest that CTD affects multiple cell types, with neurons and oligodendrocytes being the most impacted populations. 

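The overlap was measured between the genes with an adjusted p-value under 0.05 in the bulk comparison of 4 CrT -/y and 3 CrT +/y cortices and the genes that Table S8 lists for excitatory neurons under the same threshold. Table S8 holds 953 such genes, of which 893 were tested in bulk. The 2 lists shared 41 genes, where 25.2 are expected by chance among the genes tested (Fisher's exact test, one-sided p = 0.0013). This number followed the number of bulk DEGs, and was between 3 and 210 across the fits that each left out 1 animal. Among genes with a mean of at least 5 FPKM, 49 were shared and the overlap no longer passed 0.05 (Fisher's exact test, one-sided p = 0.056). It was also lost under some of the other settings and kept under the rest. Which genes were expressed enough to be called in the nuclei was not examined here, so the number expected by chance may be too low. Of the 41 genes shared in the main setting, 35 were lower and 3 were higher in CrT -/y animals in both data sets, and 3 had opposite directions (Fisher's exact test, two-sided p = 0.0036). Over all 893 genes, 606 changed in the same direction. The snRNA-seq changes are the paper's own, and the nuclei behind them were not analysed here.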

The validity of snRNA-seq was also strengthened by the following observations: (i) a significant overlap was present between the DEGs in excitatory neurons, the most represented cell type in single nucleus profiling, and those identified with bulk RNA-seq (Additional file 1: Fig. S4a); (ii) a significant correlation of the fold change was detected using snRNA-seq and bulk RNA-seq for DEGs common to the two lists (Additional file 1: Fig. S4b).

GO analysis revealed that genes associated with synaptic assembly, neurotransmission and circuit development were enriched for dynamic expression across the genotypes in both excitatory (Fig. 3a, b; Additional file 1: Fig. S5a,b) and inhibitory neurons (Fig. 3c, d; Additional file 1: Fig. S5c,d; Additional file 10: Table S9; Additional file 11: Table S10), suggesting that neurological symptoms of CTD might primarily stem from subtle defects of subcellular compartments such as dendrites, axons or synapses. While the alteration of these functional modules was bidirectional in excitatory neurons (Fig. 3a, b), overrepresentation of synaptic pathways was specific to the upregulated genes of inhibitory neurons. In contrast, this population was characterized by reduced levels of metabolic and proteostatic genes (Fig. 3d; Additional file 10: Table S9; Additional file 11: Table S10). To get more specific insight into synaptic transcripts, we analyzed the lists of neuronal DEGs using SynGO, a curated database of proteins involved in synaptic functions and plasticity [30]. A significant overrepresentation of genes encoding for pre- and postsynaptic proteins was present in both excitatory (181/1029) and inhibitory neurons (34/114; Fig. 3e, f). Interestingly, the upregulation of synaptic-related items was also detected in oligodendrocytes and microglia (Fig. 4; Additional file 10: Table S9; Additional file 11: Table S10). Moreover, a decreased expression of genes involved in myelination processes was observed in CrT^−/y^ oligodendrocytes (Fig. 4b; Additional file 10: Table S9; Additional file 11: Table S10). These data suggest that a subtle reorganization of brain circuits underlies the pathogenesis of CTD.

**Fig. 3:**
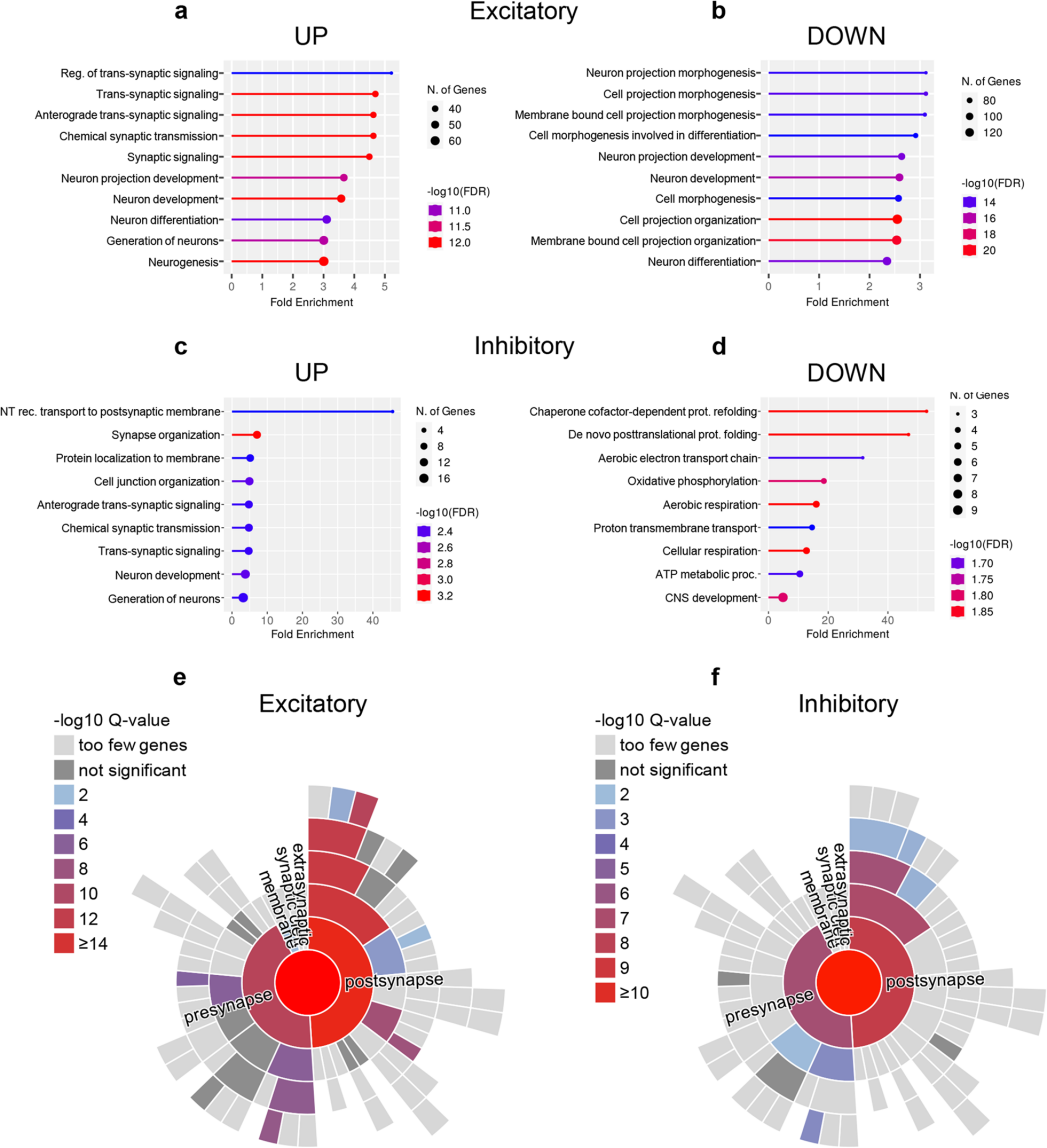
GO analysis for biological process from the snRNA-seq dataset in neuronal clusters. **a**-**d** Fold enrichment of top-level overrepresented GO terms in excitatory (**a**,**b**) and inhibitory (**c**,**d**) neurons from CrT^+/y^ (*n* = 2) and CrT^−/y^ (*n* = 2) animals showing enrichment in synaptic pathways. Calculated by ShinyGO 0.76.3, FDR < 0.05. **e,f** Hierarchical dendrograms of synaptic proteins corresponding to DEGs (SynGO database) identified in the same animals showing significant enrichment by color code: (**e**) excitatory neurons (**f**) inhibitory neurons

**Fig. 4:**
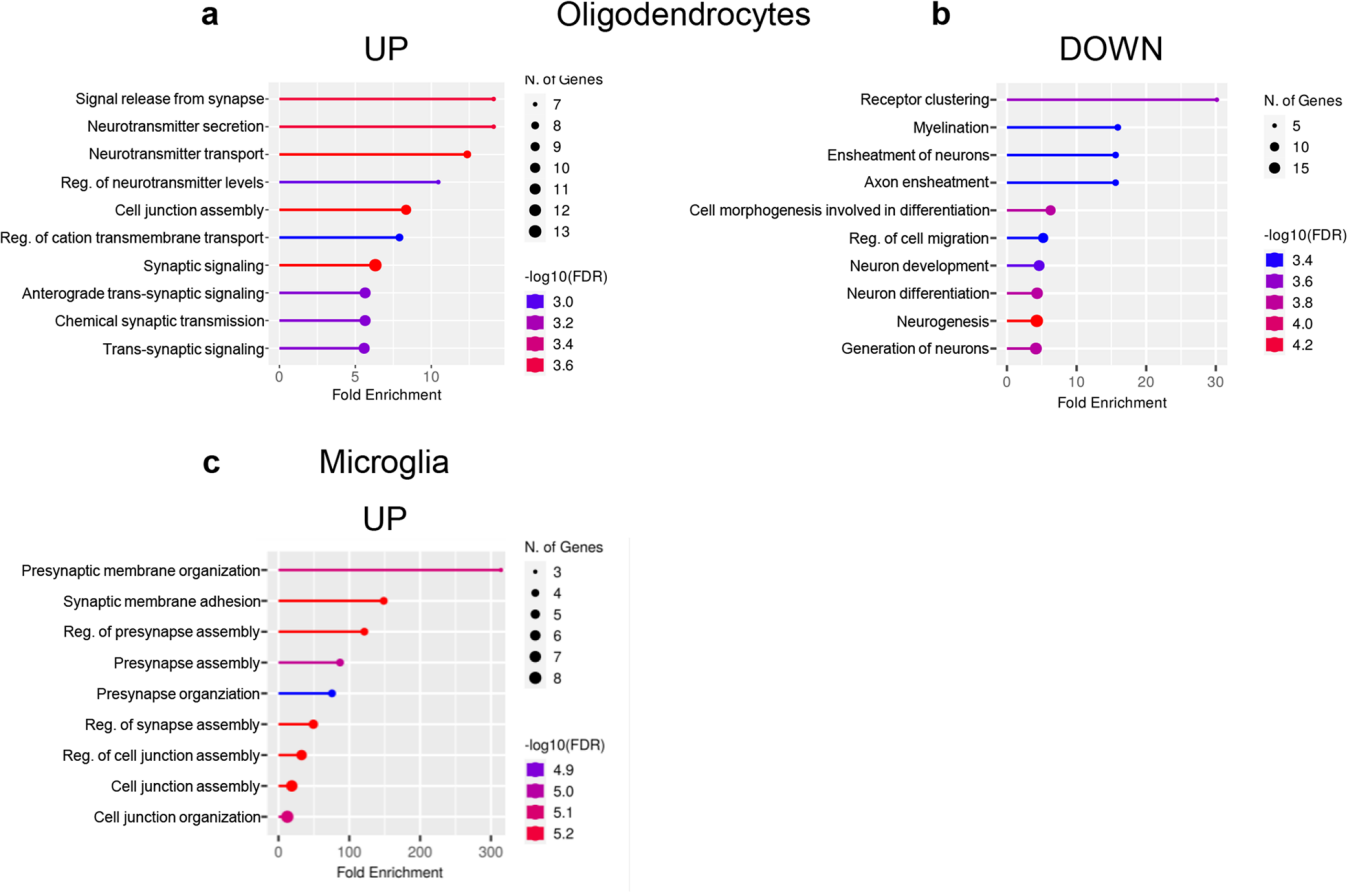
GO analysis for biological process from the snRNA-seq dataset in non-neuronal clusters**.** Fold enrichment of top-level overrepresented GO terms in oligodendrocytes **(a)** and microglia **(c)** from CrT^+/y^ (*n* = 2) and CrT^−/y^ (*n* = 2) animals showing enrichment in synaptic pathways among the upregulated genes. **b** Fold enrichment of top-level overrepresented GO terms in oligodendrocytes showing enrichment in myelin and axonal pathways among the downregulated genes. Calculated by ShinyGO 0.76.3, FDR < 0.05

### Opposite effects of Cr deficiency on the functional output of pyramidal and parvalbumin neurons

To investigate the functional consequences of *Slc6a8* deletion in specific neuronal populations, we first performed patch-clamp recordings in cortical pyramidal neurons. While we did not find any alterations in spontaneous synaptic activity (Fig. 5a; Additional file 1: Fig. S6a), we observed a significant increase in the firing frequency of pyramidal neurons in the cortex of CrT^−/y^ animals (Fig. 5b; Additional file 1: Fig. S6b). Consistently, we also found a significant rise of membrane resistance and a reduction of rheobase (Fig. 5c; Additional file 1: Fig. S6c). In addition, the firing pattern of mutant neurons in response to stimuli of increasing intensity was consistently more sustained compared to that of wild-type cells (Fig. 5d; Additional file 1: Fig. S6d).

**Fig. 5:**
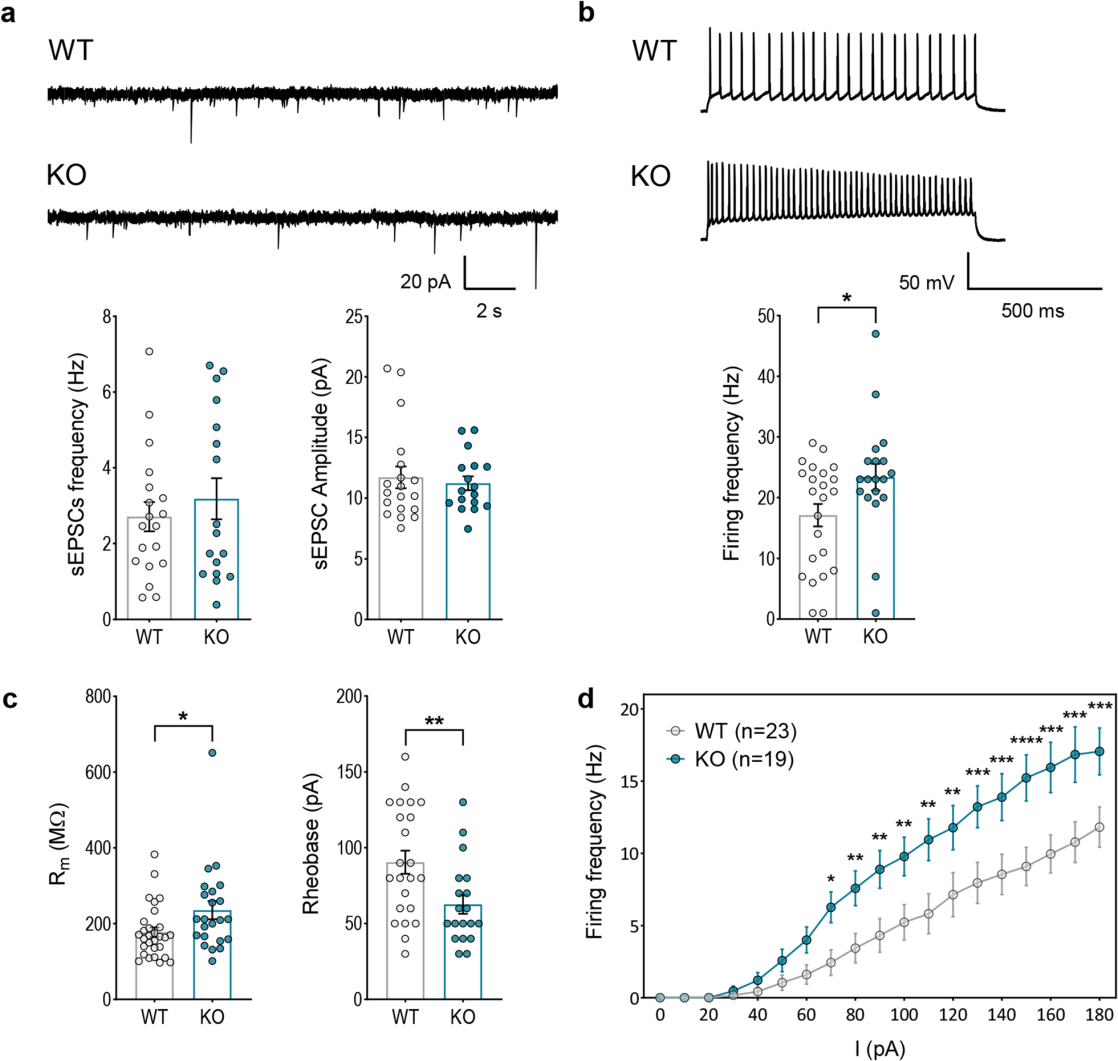
Electrophysiological characterization of pyramidal neurons in the PFC of CrT^+/y^ (WT) and CrT^−/y^ (KO) mice**.** Recordings were obtained from layer II/III pyramidal neurons from CrT^+/y^ (*n* = 8) and CrT^−/y^ (*n* = 5) animals at PND35-40, dots represent individual cells. **a** Representative traces (top) and quantification (bottom) of spontaneous excitatory postsynaptic currents (sEPSCs) in pyramidal cells of CrT^+/y^ and CrT^−/y^ animals. No differences were found between the genotypes in frequency (t-test, *p* = 0.477, *n* = 19 cells for CrT^+/y^ and 17 for CrT^−/y^) and amplitude (Mann–Whitney test, *p* = 0.851, *n* = 19 cells for CrT^+/y^ and 17 for CrT^−/y^). **b** Representative traces (top) and quantification (bottom) of firing frequency, showing an increased firing in CrT^−/y^ pyramidal neurons (t-test, *p* < 0.05, *n* = 23 cells for CrT^+/y^ and 19 for CrT^−/y^). **c** CrT^−/y^ pyramidal neurons display higher membrane resistance (left, Mann–Whitney test, p < 0.05, *n* = 29 cells for CrT^+/y^ and 22 for CrT^−/y^) and lower rheobase (right, t-test, *p* < 0.05, *n* = 23 cells for CrT^+/y^ and 19 for CrT^−/y^) compared to controls. **d** Frequency vs. current plot showing persistently increased firing frequency in CrT^−/y^ cells across a range of injected currents (two-way RM ANOVA followed by Fisher’s LSD test, *n* = 23 cells for CrT^+/y^ and 19 for CrT^−/y^). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are expressed as mean ± SEM

Since previous data indicated a specific alteration of the inhibitory phenotype in CTD, consisting in a decrease of the number of GABAergic, but not glutamatergic, synapses in the cerebral cortex of CrT^−/y^ mice [5], we also analyzed the contribution of inhibitory cells to CTD pathogenesis. Inhibition in the brain is mediated by a rich variety of GABAergic interneurons [31]. We focused on PV^+^ interneurons because they play a central role in controlling the spike timing of principal cells [32], their typical fast-spiking activity is highly energy-demanding [33], and they show prominent expression of *Slc6a8* [23]. Patch-clamp recordings of cortical PV^+^ interneurons showed a reduction of sodium and potassium voltage-gated currents (Fig. 6a; Additional file 1: Fig. S7a), a decline in firing frequency (Fig. 6b; Additional file 1: Fig. S7b), a reduced resistance to fatigue (Fig. 6c; Additional file 1: Fig. S7c), as well as an alteration of action potential amplitude, half-width and fast afterhyperpolarization (fAHP; Fig. 6d; Additional file 1: Fig. S7d) in CrT^−/y^ neurons. To investigate whether PV^+^ interneurons were also affected at the synaptic level, we used immunostaining for PV^+^ synaptic puncta. We found that PV^+^ synaptic density was decreased in the prefrontal cortex (PFC) and in the anterior cingulate cortex (ACC) of CrT^−/y^ mice. A reduced number of PV^+^ cells was also observed in the ACC (Fig. 6e). Overall, these data reveal a substantial impact of Cr deficiency on PV^+^ interneurons, emerging at both the morphological and functional level.

**Fig. 6:**
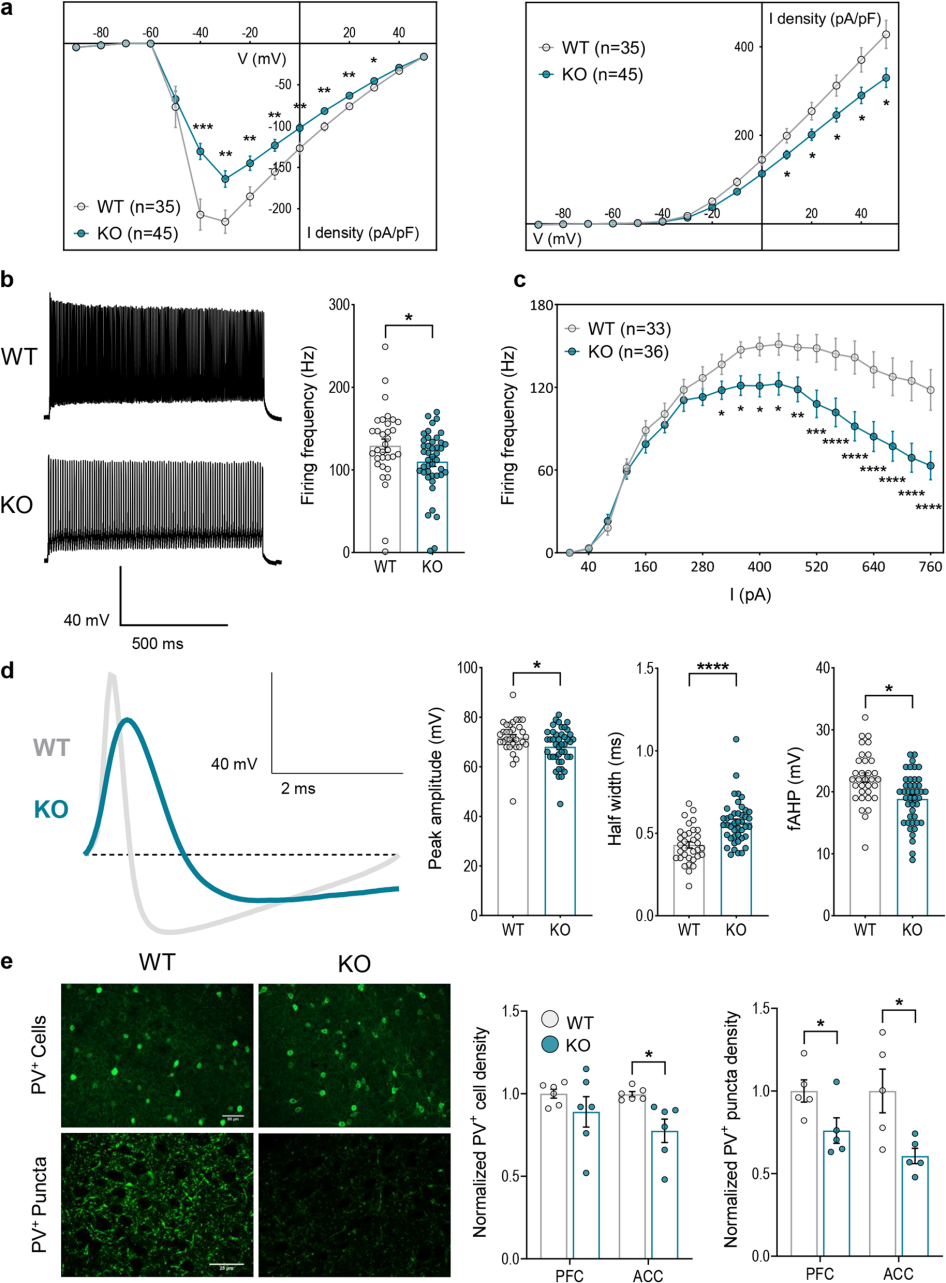
Characterization of PV^+^ interneurons in PFC and ACC of CrT^+/y^ (WT) and CrT^−/y^ (KO) mice**. a-d** Electrophysiological characterization of PV^+^ interneurons obtained from CrT^+/y^ and CrT^−/y^ animals, carrying the Cre-recombinase in PV^+^ interneurons (PV::CrT^+/y^, n = 5, and PV::CrT^−/y^, n = 8), injected with the AAV9 pCAG-FLEX-EGFP-WPRE vector; dots represent individual cells. **a** Current–voltage relationships showing a decrease in peak Na^+^ (left) and steady-state K^+^ (right) current densities in PV::CrT^−/y^ (KO) neurons with respect to controls (two-way RM ANOVA followed by Fisher’s LSD test, n = 35 cells for PV::CrT^+/y^ and 45 for PV::CrT^−/y^). **b** Representative traces (left) and quantification (right), showing a decrease in firing frequency in PV::CrT^−/y^ neurons (Mann–Whitney test, p < 0.05, n = 33 cells for PV::CrT^+/y^ and 43 for PV::CrT^−/y^). **c** Frequency vs. current plot showing that PV::CrT^−/y^ neurons persistently fire at lower frequency across a broad range of injected currents compared to controls (two-way RM ANOVA followed by Fisher’s LSD test, n = 33 cells for PV::CrT^+/y^ and 36 for PV::CrT^−/y^). **d** Representative trace showing the typical profile of action potentials in the two groups (left) and quantification of action potential amplitude (left graph), half-width (central graph) and fAHP (right graph), indicating an alteration of all three parameters in CrT^−/y^ neurons (Mann–Whitney test, p < 0.05 for peak amplitude and fAHP, *p* < 0.0001 for half-width, n = 33 cells for PV::CrT^+/y^ and 43 for PV::CrT^−/y^). **e** Representative images (left) and quantification of PV^+^ cells (center) and puncta density (right) in the PFC and ACC of CrT^+/y^ (*n* = 6) and CrT^−/y^ animals (n = 6), showing a global reduction in PV^+^ puncta and a decrease in PV^+^ cells restricted to the ACC (t-test, p < 0.05 for all comparisons). Dots represent individual animals. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are expressed as mean ± SEM

### Neurological endophenotype of conditional mice carrying a specific deletion of ***Slc6a8*** in PV^+^ interneurons

In light of the marked impairment of PV^+^ interneurons and synapses in the brain of CrT^−/y^ mice, we asked whether the deletion of *Slc6a8* only in these cells might be sufficient to recapitulate the phenotype of the whole-body knockout animals. To this purpose, we generated a conditional mouse model carrying a floxed *Slc6a8* allele and expressing Cre recombinase under the PV promoter. The body weight of PV::CrTfl^−/y^ mice was slightly lower than that measured for PV::CrTfl^+/y^ littermates (Additional file 1: Fig. S8). Since we previously showed that the performance in the Y maze can accurately discriminate between mutant and wild-type animals in our whole-body model of CTD [29], we first used this behavioral task to evaluate the cognitive phenotype in the conditional model and we found a clear impairment of spontaneous alternation in PV::CrTfl^−/y^ mice (Fig. 7a). We also detected a deterioration of object recognition memory: the discrimination index in the ORT at 24 h, indeed, was significantly lower in conditional mutant mice compared to PV::CrTfl^+/y^ littermates, indicating a reduced capacity to recall the familiar object (Fig. 7b). We then analyzed general activity and anxiety-related behavior of PV::CrTfl^−/y^ and PV::CrTfl^+/y^ animals in the open field arena used for cognitive assessment. We found no difference in the total distance moved (Fig. 7c) and time spent in the center of the arena (Fig. 7d) among the two groups, indicating that the difference in cognitive capacities are not due to changes in the ability to cope with stress in challenging conditions. To verify whether the main neurophysiological alterations described in CrT^−/y^ animals were also present in the conditional model, we measured visually-evoked hemodynamic responses using IOS, and the susceptibility to epilepsy in response to kainic acid challenge [29]. As previously reported for whole-body CrT^−/y^ mice [29], PV::CrTfl^−/y^ animals showed a significant alteration in the amplitude of cortical response to visual stimulation (Fig. 7e,f) and a higher susceptibility to kainic acid challenge according to the Racine scale (Fig. 7g), with lower latency of epileptiform activity (Fig. 7h), and increased frequency, duration and severity of epileptic episodes (Fig. 7i-k).

**Fig. 7:**
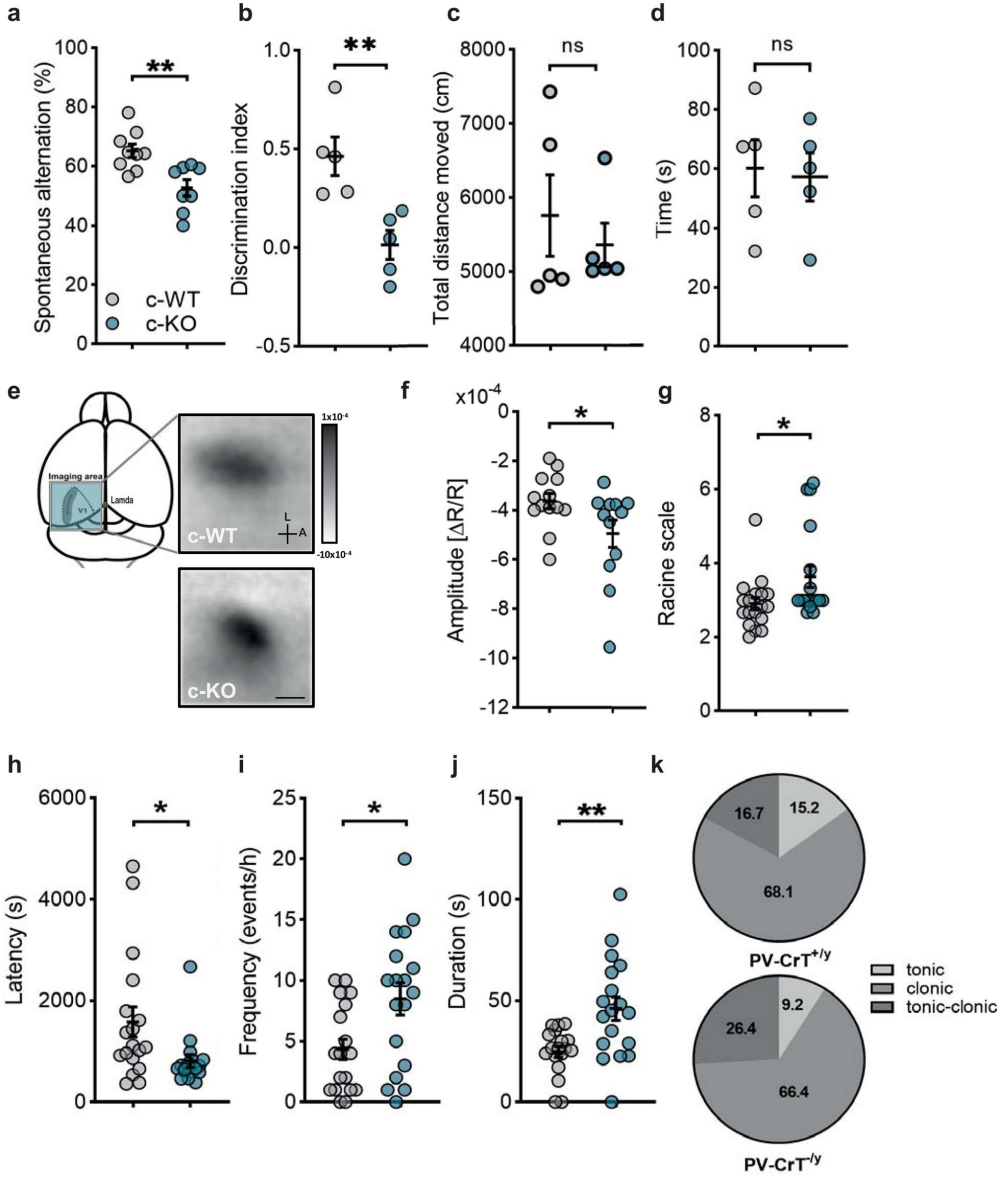
Behavioral, physiological and EEG characterization of PV::CrTfl animals. **a** Percentage of spontaneous alternation in the Y-maze test, showing a poorer performance in PV::CrTfl^−/y^ (c-KO, *n* = 8) mice compared to PV::CrTfl^+/y^ littermates (c-WT, *n* = 9; t-test, *p* < 0.01). **b** A significantly lower discrimination index was found in PV::CrTfl^−/y^ mice with respect to PV::CrTfl^+/y^ littermates (*n* = 5 for both groups; t-test p < 0.01). **c** Total distance moved in the open field arena did not differ between PV::CrTfl^−/y^ and PV::CrTfl^+/y^ mice (*n* = 5 for both groups; Mann–Whitney test, p = 0.69). **d** PV::CrTfl^−/y^ and PV::CrTfl^+/y^ animals spent a comparable amount of time in the center of the open field arena (t-test, *p* = 0.824). **e** Representative images of IOS imaging in the visual cortex of PV::CrTfl^+/y^ (top, *n* = 13) and PV::CrTfl^−/y^ mice (bottom, *n* = 12). Dark areas represent active portions of brain tissue. The look-up-table is also shown. Scale bar: 1.8 mm. L, lateral; A, anterior. **f** Quantification of IOS imaging showed an increased amplitude of the hemodynamic response in mutant animals (t-test: p < 0.05). **g** Effect of kainic acid (KA) treatment at the behavioral level. Circles represent the maximum seizure rating score of individual mice over a period of 1 h after KA administration. PV::CrTfl^−/y^ mice displayed a higher Racine score compared to wild-type littermates (*n* = 18 for both groups; t-test, p < 0.05). **h–k** Severity of the epileptic phenotype in response to KA at the electrophysiological level. PV::CrTfl^−/y^ mice have a lower latency to the first seizure (h, t-test, *p* < 0.05), and increased frequency (i, t-test, *p* < 0.05) and duration (j, t-test, *p* < 0.01) of seizure events with respect to PV::CrTfl^+/y^ animals. For PV::CrTfl^+/y^ animals not presenting seizures during the 1 h of monitoring, the observation was extended until the occurrence of the first electrographical burst to provide a latency value. Circles represent single data values. Relative percentage of tonic, clonic and tonic–clonic seizures in PV::CrTfl^+/y^ and PV::CrTfl^−/y^ (k) indicates that seizure severity is more pronounced i PV::CrTfl^−/y^ animals (χ^2^ test; p < 0.001). *p < 0.05, **p < 0.01, ns: not significant. Data are expressed as mean ± SEM

### Acute administration of zolpidem improves CTD phenotype

Finally, we tested whether pharmacological manipulation of the activity of PV^+^ interneurons could rescue the CTD phenotype. Since it has been previously reported that GABA_A_ receptors incorporating the α1 subunit are enriched at the postsynaptic level in PV^+^ boutons [34], we used Zolpidem (Zolp), a specific agonist of α1-containing GABA_A_ receptors, to activate synaptic targets of PV^+^ interneurons [35, 36], and we measured IOS signals in the visual cortex of CrT^−/y^ animals before and after acute injection of Zolp or sterile PBS. We found that Zolp treatment significantly improved the amplitude of visually evoked IOS in CrT^−/y^ mice, whereas no significant change was detected upon vehicle injection (Fig. 8b,c,d). Notably, IOS amplitude in Zolp-treated CrT^−/y^ mice became comparable to that recorded in CrT^+/y^ animals (Fig. 8b).

**Fig. 8:**
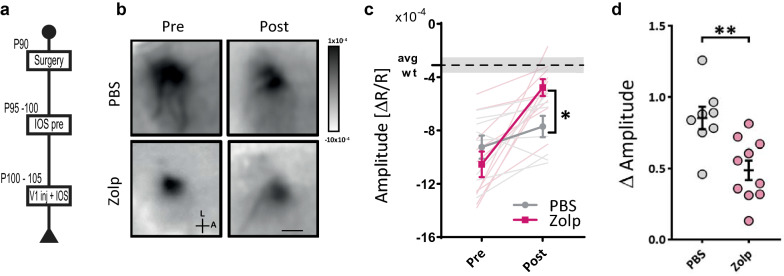
Visual IOS responses after zolpidem administration. **a** Experimental timeline. **b** Images and **c** quantification of IOS imaging in the visual cortex before and after zolpidem (*n* = 10, Zolp) or PBS injections, (*n* = 8) showing that Zolp treatment normalizes hemodynamic responses in CrT^−/y^ mice (two-way RM ANOVA, interaction time x treatment: p < 0.01, Sidak post-hoc multiple comparisons, p < 0.05 at post). Dashed line represents the average amplitude and grey area indicates the 95% confidence interval for WT mice, as previously measured [35]. The look-up-table is also shown. Scale bar: 1.8 mm. L, lateral; A, anterior. **c** Delta of pre-post injection amplitude (t-test, *p* < 0.01). *p < 0.05, **p < 0.01. Data are expressed as mean ± SEM. Circles represent single data values

## Discussion

Loss-of-function mutations in the *Slc6a8* gene cause a plethora of neuropsychiatric symptoms that are well reproduced in rodent models of CTD, indicating that cellular Cr uptake is critical for proper brain function and behavior [1, 8]. The Cr/phosphoCr system is a crucial hub for energy metabolism in every cell of the body, preserving ATP homeostasis and acting as an effective, mobilizable reservoir of high-energy phosphates generated in the mitochondrial compartment [37, 38]. The molecular pathophysiology of CTD involves a severe disruption of metabolism [9, 12, 39], resulting in the compensatory upregulation of proteins implicated in energy homeostasis and mitochondrial activity, which in turn exacerbates cellular oxidative stress [5, 6, 9, 10, 40].

A detailed analysis of the molecular mechanisms underlying the brain alterations produced by Cr depletion, however, is still missing. 

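To separate the gene families from the genes the paper had already listed, the ribosomal protein and respiratory chain sets were tested again without the members in Table S1. The 59 ribosomal protein genes that remained had a median log2 fold change of 0.16 between CrT -/y and CrT +/y cortices (limma camera p = 3.6e-08; exact permutation test on the animals' levels, two-sided p = 0.229). The 67 respiratory chain genes had a median of 0.07 (limma camera p = 0.0023; exact permutation p = 0.429). Table S1 holds the members that changed in these same animals, so taking them out lowers what remains, and these values are no test of the sets as a whole.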

Using bulk RNA-seq, we had the opportunity to interrogate the genomic profile of the CTD brain and we found that key metabolic and cellular stress programs are upregulated in the cerebral cortex of CrT^−/y^ mice. These results corroborate the hypothesis that the inadequate supply of Cr in the brain overactivates energy-generating pathways in an attempt to compensate for the chronic power shortage, likely resulting in an overload of harmful by-products of cellular metabolism corrupting physiological processes [9, 10, 40]. Another intriguing and novel discovery is that *Slc6a8* deletion also downregulates the expression of genes involved in protein folding and synaptic signaling, suggesting that Cr deficiency might disrupt the function and maintenance of synaptic circuits [41].

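Without the members listed in Table S1, the 65 remaining folding genes had a median log2 fold change of -0.12 between CrT -/y and CrT +/y cortices (limma camera p = 0.0019; exact permutation test on the animals' levels, two-sided p = 0.0286). A wider synaptic set of 217 tested genes, taken from the synaptic terms that Tables S9 and S10 list for the snRNA-seq data, had a median of -0.11 (limma camera p = 3.4e-05; exact permutation p = 0.0286). These genes were listed because they changed with genotype in the snRNA-seq data, and those in Table S1 were left in, so the set is no independent test of synaptic genes. From the lower expression of genes for protein folding and synaptic signaling, the paper proposes that Cr deficiency might disturb the function and upkeep of synaptic circuits.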

Bulk RNA-seq measures the average gene expression across the variety of cellular populations present in the sample, providing an overview of global differences in the transcriptome of the brain between the two genotypes. Given the highly heterogeneous expression of *Slc6a8* in the brain [20–22], this approach is likely to obscure the diversified and unique impact of Cr deficiency on the transcriptional programs of various cell types. Thus, we harnessed the technology of snRNA-seq to get better insight into the complexity of the effects of Cr deficiency on different cell populations [42]. With this approach we ruled out major alterations in the cellular composition of the brain of CrT^−/y^ mice. This is consistent with our previous data showing that thickness and neuronal density are unaffected in the cerebral cortex of these animals [5], and with neuroimaging studies in children with CTD reporting only mild structural abnormalities [43–45]. However, we found that *Slc6a8* deletion dramatically affects gene expression in excitatory and inhibitory neurons, and oligodendrocytes. Although this observation could be limited by the number of libraries (two replicates in each group), it indicates that these cell populations might be the main players in CTD pathogenesis. Gene ontology analysis revealed that genes associated with synaptic assembly, neurotransmission and circuit development/preservation were mostly enriched for dynamic expression across the genotypes, suggesting that alterations in the dendritic, axonal and/or synaptic compartments may strongly contribute to the neurological phenotype of CTD. Intriguingly, a significant fraction of DEGs (almost the 20% for excitatory neurons, and 30% for inhibitory cells) mapped onto the list of presynaptic and postsynaptic proteins of the SynGO database [30], suggesting that CTD might be considered a synaptopathy.

Using neurophysiological recordings, we investigated more in-depth the functional deterioration of CTD cortical circuits. The atypically high firing frequency, elevated membrane resistance and reduced rheobase that we found in pyramidal neurons indicate a hyperexcitability of the excitatory circuits that might correlate to the epileptic phenotype of CrT^−/y^ mice [29]. In the absence of changes in spontaneous excitatory synaptic currents, these data suggest that this hyperexcitability might depend on altered intrinsic electrical properties of pyramidal neurons, including the membrane density and distribution of ionic conductance and receptors. However, the maintenance of a proper functional output is also influenced by inhibitory inputs. We previously reported a decrease in the number of GABAergic, but not glutamatergic, synapses in the cerebral cortex of CrT^−/y^ mice [5]. Here, we identified a more specific decrease in the number of PV^+^ synapses in the PFC and ACC, suggesting a dysfunction of this cell population in the CTD brain. Consistently, we found a significant hypofunction of PV^+^ interneurons in the PFC. Despite future studies are needed to map the morphological and functional alteration of PV^+^ synapses across multiple brain regions and throughout the different stages of CTD progression, this defective phenotype may indeed result in a global reduction of cortical inhibitory tone with potential disruption of neural circuitry efficiency [46]. One of the possible causes for the hypofunction of PV^+^ interneurons might be that a lack of readily available ATP due to Cr deficiency may interfere with the maintenance of physiological ionic concentrations in the cells. The sodium–potassium ATPase (Na^+^-K^+^ ATPase) is the main responsible for this process, and its activity is one of the major sources of energy consumption in neurons [47]. Not surprisingly, its expression is predominant in the PV^+^ subclass [48–50]. It is therefore reasonable to speculate that malfunction of the Na^+^-K^+^ ATPase due to energy shortage may hamper the generation of high-frequency action potentials typical of these neurons.

Remarkably, the dysfunction of PV^+^ interneurons is sufficient to reproduce the cognitive deterioration and the hyperexcitability of cerebral circuits that are hallmarks of CTD. Conditional mice with *Slc6a8* deficiency restricted to this cellular population recapitulate the cognitive deficits, altered hemodynamic responses and abnormal susceptibility to KA observed in whole-body CrT^−/y^ animals. The phenotypic similarity between the two murine models suggests that the depletion of Cr in PV^+^ interneurons alone is sufficient to perturb the neural networks globally, leading to a CTD-like disruption of brain physiological processes. This result is particularly remarkable considering that PV^+^ interneurons represent approximately the 8–10% of the total neuronal population [32] and adds to the body of literature that identify these cells as major contributors to the etiology of several neurodevelopmental and neuropsychiatric disorders [51–60].

We need to acknowledge, however, that the replication of neurological features in PV::CrTfl^−/y^ mice is not complete, because spontaneous epileptic seizures are not present in the conditional mouse model and the appearance of the behavioral phenotype is delayed to adult life. This suggests that a synergistic impairment of multiple cell types is necessary to generate the full portrait of CTD symptoms. Accordingly, snRNA-seq data highlighted that also non-neuronal cells exhibit significant gene expression changes. The high expression of *Slc6a8* in oligodendrocytes suggests that the pathophysiology of CTD might derive, at least partially, from a disruption of the tight metabolic coupling between neurons and oligodendrocytes. Despite their relatively low energy requirements, glial cells are strong Cr producers [61, 62] and have been suggested to supply Cr to neurons to maintain the ionic gradient across the axolemma, propagate action potentials, and transport molecules and organelles [63]. Moreover, the decreased expression of myelin-related genes in CrT^−/y^ oligodendrocytes suggests that myelin defects may contribute to the defective neuronal function in the CTD brain. Notably, recent studies showed that axon myelination is essential to the function of mature inhibitory circuits [64, 65]. Thus, an impairment of oligodendrocytes function might cooperate with the specific alteration of PV^+^ interneurons in the pathogenesis of CTD. Finally, it is also worth noting that terms identifying synaptic processes and assembly recurred in the GO lists of both oligodendrocytes and microglia. These cellular populations actively regulate synaptic refinement in the developing and adult mouse cortex [66–69], suggesting the possibility that an exaggerated synaptic pruning might undermine the solidity of brain circuits in CTD.

## Conclusions

In summary, our study demonstrates that CTD pathogenesis is likely to have a complex multicellular profile with a potential network of cell-autonomous and non-autonomous effects, but the dysfunction of PV^+^ interneurons is a crucial mediator of the CTD neurological phenotype. Pharmacological manipulation of PV^+^ synapses can improve cortical processing in CrT^−/y^ mice, indicating that therapeutic strategies selectively protecting PV^+^ interneurons should be explored to prevent and/or minimize their deterioration in CTD. Drugs targeting dysfunctional PV^+^ circuits are already available and have shown beneficial effects in other neuropsychiatric disorders such as schizophrenia, Fragile X syndrome and Rett syndrome [57, 70]. Our results can hopefully set the background for investigating the applicability of these compounds and, more in general, for drug repurposing for the treatment of CTD.

## Supplementary Information

**Additional file 1**:  Supplementary Materials and Methods and Supplementary figures S1, S2, S3, S4, S5, S6, S7, S8.

**Additional file 2:** Table S1. List of differentially expressed genes in bulk RNA-seq.

**Additional file 3:** Table S2. Quantitative PCR validation of top differentially-expressed genes.

**Additional file 4:** Table S3. Gene Ontology analysis for biological process for up- and downregulated genes in bulk RNA-seq.

**Additional file 5:** Table S4. Gene Ontology analysis for cellular component for up- and downregulated genes in bulk RNA-seq.

**Additional file 6:** Table S5. Clusters of protein-protein interactions (PPI) for the corresponding proteins of up- and downregulated genes in bulk RNA-seq.

**Additional file 7:** Table S6. List of population marker genes used for supervised clustering analysis of snRNA-seq data.

**Additional file 8:** Table S7. Quantification of cells belonging to each of the major population clusters in snRNA-seq data.

**Additional file 9:** Table S8.  List of differentially expressed genes in major sn-RNAseq clusters.

**Additional file 10:** Table S9. Gene Ontology analysis for biological process for up- and downregulated genes in major sn-RNAseq clusters.

**Additional file 11:** Table S10. Gene Ontology analysis for cellular component for up- and downregulated genes in major sn-RNAseq clusters.

**Additional file 12:** Table S11. Number of reads for each biological replicate in bulk RNA-seq.

**Additional file 13:** Table S12. Primer sequences for qPCR.

## Data Availability

The data supporting the conclusions of this article are present in the paper and the Supplementary Material. Raw data from RNA-seq experiments are available at the at the GEO repository GSE218797 for bulk sequencing and GSE216766 for snRNA sequencing. Requests for data and materials should be submitted to the last author.

## Abbreviations

AAV vector: Adeno-associated viral vector
ACC: Anterior cingulate cortex
BP: Biological process
CC: Cellular component
Cr: Creatine
CTD: Creatine transporter deficiency
DEGs: Differentially expressed genes
EEG: Electroencephalography
ER: Endoplasmic reticulum
fAHP: Fast afterhyperpolarization
GO: Gene ontology
IOS: Intrinsic optical signal
KA: Kaininc acid
KO: Knock-out
ODCs: Oligodendrocytes
OPCs: Oligodendrocyte-precursor cells
ORT: Object recognition test
PDN: Postnatal day
PFC: Prefrontal cortex
PPI: Protein–protein interaction
PV^+^: Parvalbumin-expressing
qPCR: Quantitative PCR
RNA-seq: RNA sequencing
sEPSCs: Spontaneous excitatory postsynaptic currents
snRNA-seq: Single nucleus RNA sequencing
WT: Wild-type
Zolp: Zolpidem

# Supplementary material for: Cell-specific vulnerability to metabolic failure: the crucial role of parvalbumin expressing neurons in creatine transporter deficiency
**Source:** Acta Neuropathol Commun. 2023 Mar 7;11:34. doi: 10.1186/s40478-023-01533-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Materials and Methods and Supplementary figures S1, S2, S3, S4, S5, S6, S7, S8.

## **Cell-specific vulnerability to metabolic failure: the crucial role of parvalbumin expressing neurons in Creatine Transporter Deficiency**

Elsa Ghirardini<sup>1,2\*#</sup>, Giulia Sagona<sup>2\*</sup>, Angel Marquez-Galera<sup>3</sup>, Francesco Calugi<sup>4,5</sup>, Carmen M Navarron<sup>3</sup>, Francesco Cacciante<sup>5</sup>, Siwei Chen<sup>6</sup>, Federica Di Vetta<sup>2</sup>, Lorenzo Dadà<sup>2</sup>, Raffaele Mazziotti<sup>2,4</sup>, Leonardo Lupori<sup>1</sup>, Elena Putignano<sup>2</sup>, Pierre Baldi<sup>6</sup>, Jose P Lopez-Atalaya<sup>3</sup>, Tommaso Pizzorusso<sup>2,5</sup>, Laura Baroncelli<sup>1,2</sup>

[5] BIO@SNS lab, Scuola Normale Superiore di Pisa, piazza dei Cavalieri 7, 56126 Pisa, Italy.

\*These authors equally contributed to this work.

via Giuseppe Moruzzi 1, Pisa I-56124, Italy.

## Supplementary Materials and Methods

### Animals

For patch-clamp recordings in parvalbumin-expressing (PV<sup>+</sup>) interneurons we used a mouse expressing Cre recombinase under the parvalbumin (PV) promoter (PV<sup>cre</sup>, JAX stock #017320; [1]): CrT<sup>+/-</sup> females were crossed with PV<sup>cre</sup> male mice to generate a mouse line carrying the *Slc6a8* deletion and PV-Cre alleles. CrT<sup>+/-</sup> and CrT<sup>-/-</sup> mice carrying the Cre-recombinase in PV<sup>+</sup> interneurons (PV::CrT<sup>+/-</sup> and PV::CrT<sup>-/-</sup>) were used for experimental procedures. PV<sup>cre</sup> mice were also used to target the *Slc6a8* deletion to PV<sup>+</sup> interneurons: CrT<sup>+/-</sup> females were crossed with PV<sup>cre</sup> male mice to generate a mouse line carrying the floxed *Slc6a8* and PV-Cre alleles. Mice with two genotypes were used for behavioral, imaging and EEG analyses: mice carrying the PV specific deletion of *Slc6a8* (PV::CrT<sup>-/-</sup>) and mice expressing Cre-recombinase but without the floxed allele (PV::CrT<sup>+/-</sup>). The two genotypes were invariably obtained from the same litters.

We did not include in our analysis CrT<sup>fl/y</sup> mice not expressing the Cre recombinase, because we have previously shown that they do not present a hypomorphic phenotype and have normal Cr levels [2,3]. Animals were housed in IVC cages (Emerald-500, Tecniplast) and placed in a temperature-controlled room (20-22°C) under a 12-h light/dark cycle. Food (4RF25 GLP Certificate, Mucedola) and water were available *ad libitum*. Genotyping was performed by standard PCR, as previously described [2]. Primers for Cre recombinase expression were: mutant F: AAATGCTTCTGTCCGTTTGC; mutant R: ATGTTTAGCTGGCCCAAATG; wild-type F: CAGAGCAGGCATGGTGACTA; wild-type R: AGTACCAAGCAGGCAGGAGA. The amplicon size for the Cre allele was 163 bp (mutant) and 500 bp (wild-type). All experiments were carried out in accordance with the European Directive of 22 September 2010 (EU/63/2010).

### Sample collection

Adult (postnatal day 100, PND100) CrT<sup>+/-</sup> and CrT<sup>-/-</sup> animals were used for RNA sequencing (RNA-seq) experiments. To prevent circadian effects, mice were sacrificed within the same time frame (10:00–12:00h; light phase). Brains were removed, and the cerebral cortex was dissected and immediately processed.

### Bulk RNA sequencing

We obtained more than 600 million reads in total. The number of reads for each replicate is reported in Additional file 12: Table S11. 

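Table S11 reports between 82815270 and 91565170 reads for the 3 CrT +/y libraries (median 85233404, total 259613844) and between 83345075 and 105191470 reads for the 4 CrT -/y libraries (median 89405382, total 367347309). These are the paper's numbers, and the ranges of the genotypes overlap. The deposited values hold no counts. The low values of weakly expressed genes, where a few reads set the value, place the relative depth of the libraries between 0.893 and 1.23 in CrT -/y and between 0.871 and 1.08 in CrT +/y animals, in units of the geometric mean of the 7 (exact permutation test between genotypes, two-sided p = 0.457).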

The reads from each replicate experiment were aligned to the reference genome assembly mm10 and the corresponding transcriptome using the Tuxedo protocol [4]. Reads uniquely aligned to known exons or splice junctions extracted with no more than two mismatches were included in the transcriptome. On average, the read mapping rate was 81.67% (SD = 0.011), and the concordant pair alignment rate was 71.6% (SD = 0.017). Gene expression levels were directly computed from the read alignment results for each replicate. 

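FPKM divides the fragments assigned to a gene by the length of its exons and by the number of mapped fragments in the library, so that genes of different length and libraries of different depth can be set side by side. A gene's value is relative to all RNA in the same animal. If many genes rise together, the values of the others fall without a change of their own, and any dependence on transcript length that differs between libraries stays in the values. The median of log2(FPKM + 0.1) over the tested genes was between 3.47 and 3.48 in CrT -/y and between 3.50 and 3.52 in CrT +/y animals.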

Standard FPKM (fragments per kilobase of exon per million mapped reads) values were extracted for each gene covered by the sequencing data and each replicate used in this study.

### qPCR

500 ng RNA were reverse-transcribed with a Quantitect Reverse Transcription Kit (Qiagen) using random primers, and quantitative PCR was performed in 96-well Multiplate plates (Bio-Rad Laboratories) using Step One Plus Real-time PCR System and PowerUp Sybr Green Master Mix (Applied Biosystems). Reaction conditions were 50°C for 2 min, 95°C for 2 min, then 95°C for 15 s alternating with 60°C for 1 min for 40 cycles. Reverse transcriptions were run in triplicate for each sample and used as technical replicates for qPCR. A template-free negative control was always included. For a list of primer sequences see Additional file 13: Table S12.

## Single-nucleus RNA sequencing

**Nuclei isolation**- Brains were immediately removed into ice cold HBBS 1x. The cerebral cortex of the right hemisphere was manually dissected and transferred into 1 mL of ice-cold MACS buffer (0.5% BSA, 2 mM EDTA, PBS 1x). Each cortex was then homogenized 12-15 times with the pestle of a dounce homogenizer (20404, Lab Unlimited). Cell suspensions were passed through a 40  $\mu$ m cell strainer, collected in a 2 mL tube and centrifuged for 15 min (500G, 4°C). The resulting cell pellets were resuspended in 1 mL of lysis buffer (10 mM Tris-HCL, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% IGEPAL) and transferred into a 15 mL tube containing 9 mL of cell lysis buffer. The cell suspension was kept 5 min on ice, inverting the tube to mix the suspension every 1 minute. Samples were then spun down at 500G for 30 min in a pre-chilled centrifuge. The nuclei pellet was resuspended in PBS 1x 1% BSA, RNase inhibitor 0.2 U/ $\mu$ L (3335399001, Merck Life Science) and 15000 nuclei were purified by flow cytometry in a BD FACS Aria III (BD Biosciences). The whole process was carried out at 4°C. A total of four libraries were prepared, with two samples per condition (CrT<sup>+/y</sup> and CrT<sup>-y</sup>). **Single-nucleus RNA sequencing**- Purified intact nuclei were processed through all steps of 10x Genomics kits to generate stable cDNA libraries. Libraries were then sequenced on HiSeq2500 (Illumina) platform to obtain more than 900 million reads in total (WT1>240M; WT2>238M; KO1>300M; KO2>209M). **snRNA-seq initial analysis**- Quality control of sequenced reads was performed using FastQC (Babraham Institute). They were then processed using the Cell Ranger (v.3.1.0) pipeline and aligned to a custom "pre-mRNA" GRCm38 (mm10) mouse reference genome (Ensembl annotation v99). The custom reference was built for genes with biotype as protein\_coding, lincRNA or antisense, and defined the entire gene body to be an exon. Barcodes with total unique molecular identifier (UMI) count >10% of the 99th percentile of the expected recovered cells were selected for further analysis. After this filtering step, we retained a total of 35694 cells (WT1: 8282 cells; WT2: 9295 cells; KO1: 9270 cells; KO2: 8847 cells) for subsequent analyses. In all four libraries, mean read pairs per cell was above 23000 (WT1: 29018; WT2: 25703; KO1: 32417; KO2: 23627). Confident mapping to exonic regions was higher than 81% for each library; median unique counts per cell were as follows: WT1: 5925; WT2: 6006; KO1: 6700; KO2: 5548; and median detected genes per cell: WT1: 2191; WT2: 2169; KO1: 2312; KO2: 2037. **Cell quality control, filtering, and integration process**- Downstream analyses, such as quality control, integration, normalization, shared nearest neighbor graph-based clustering, differential expression analysis and visualization were performed using the R package Seurat (v3.1.4) within R Statistical Computing Platform (v3.6.3). UMI count data from each sample was normalized following a regularized negative binomial regression with Seurat function *SCTransform* with default parameters. To integrate the four libraries, the top 3000 gene features were selected for anchors identification based on their redundant detection across samples (*SelectIntegrationFeatures*). *PrepSCTIntegration* was run to ensure that all necessary Pearson residuals had been calculated. Next, we identified integration anchors by performing Canonical Correlation Analysis with *FindIntegrationAnchors* (default parameters and "SCT" as normalization method) and datasets were integrated using the pre-computed anchorset using *IntegrateData* function. After initial quality filtering, more than 300 genes were detected per nucleus. The dataset of samples contained 35694 nuclei, with a median of 6031 transcripts (UMIs) and 2174 genes per nucleus (see Fig. S3A for quality control metrics). **Dimensionality reduction and cluster detection**- Principal Component Analysis (PCA) dimensionality reduction was performed using the Seurat function *RunPCA* with default parameters. A Shared Nearest Neighbor (SNN) Graph for the integrated dataset was built using *FindNeighbors* over top 30 Principal Components (PCs), and cell clusters were identified by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm with *FindClusters* function. To explore the heterogeneity of the cortex, a first cell clustering was performed at a very low resolution (0.03), leading to the identification of 8 clusters. After further exploration of cortex cell heterogeneity by a second cell clustering at the default resolution (0.8) of

the *SCTransform* integration workflow, the data were manually curated into 7 major cell populations (Excit: Excitatory cells, ODC: Oligodendrocytes, Inhib: Inhibitory cells, Micro: Microglia, OPC: Oligodendrocyte precursor cells, Astro: Astrocytes, Endo/Peri: Endothelial cells and/or pericytes). Uniform manifold approximation and projection (UMAP) [5] dimensional reduction technique was performed over top 30 PCs using the *RunUMAP* function. Normalization and differential expression gene testing- For expression plots and differentially expressed gene testing, cell expression was Log-Normalized using *NormalizeData* function with default parameter settings. Genes differentially expressed between the two genotypes were identified using the Wilcoxon Rank Sum test with the *FindMarkers* function (argument `logfc.threshold = 0` and default values on the other parameters). P-value adjustment was performed using Bonferroni correction based on the total number of detected genes in the dataset. Major populations markers heatmap- We took the logistic regression gene testing with samples as latent variables without thresholds in average log fold-change over Log-Normalized expression for the 7 major populations. A total of 4866 enriched and statistically significant genes (positive log fold-change and adj p-value < 0.1) were sorted by descending average log fold-change. A proportional downsampling up to 2000 cells per population and top 10 genes from previous lists were used to plot the heatmap, showing scaled Log-Normalized expression. To generate the dot plot of gene expression and detection for the 7 major populations, 3 genes were selected for each population from the top 10 marker genes, showing scaled Log-Normalized expression.

### AAV neonatal injections

Neonatal (PND1) PV::CrT<sup>+ly</sup> and PV::CrT<sup>-ly</sup> mice were cryoanesthetized, and 1 µl of AAV9 pCAG-FLEX-EGFP-WPRE vector (Addgene viral prep # 51502-AAV9, viral titer  $1.0 \times 10^{13}$ ; 32; AAV-GFP) was injected through a glass capillary in the lateral ventricles. Injections were performed using the following coordinates: 1 mm rostral to lambda, ± 0.3 mm lateral to the midline, 2 mm ventral to the pial surface.

### Electrophysiology

Mice were anesthetized with isoflurane (4%) and decapitated. Brains were rapidly removed and put in oxygenated ice-cold cutting solution containing (in mM): 92 N-Methyl-D-glucamine (NMDG), 2.5 KCl, 10 NaHCO<sub>3</sub>, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 20 HEPES, 10 MgSO<sub>4</sub>, 0.5 CaCl<sub>2</sub>, 3 pyruvate, 3 myo inositol, 2 thiourea, 5 ascorbic acid, 25 glucose, 60 sucrose (pH 7.3, 310 mOsm). Coronal slices of the prefrontal cortex (270 µm thick) were obtained using a vibratome (VT1200 Leica Microsystems) and transferred at 34°C for 30 min, during which time NaCl was gradually added to a final concentration of 92 mM. Slices were allowed to equilibrate for at least 1 h in artificial cerebrospinal fluid (aCSF) containing (in mM): 92 NaCl, 2.5 KCl, 10 NaHCO<sub>3</sub>, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 20 HEPES, 2 MgSO<sub>4</sub>, 0.5 CaCl<sub>2</sub>, 3 pyruvate, 3 myo inositol, 2 thiourea, 5 ascorbic acid, 25 glucose and 40 sucrose (pH 7.3, 310 mOsm). For recordings, slices were moved to the recording chamber and perfused with aCSF at 32 °C containing (in mM): 126 NaCl, 2.5 KCl, 10 NaHCO<sub>3</sub>, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 15 HEPES, 1 MgSO<sub>4</sub>, 2 CaCl<sub>2</sub>, 12.5 glucose and 0.4 ascorbic acid. All solutions were constantly oxygenated. The capillary potassium gluconate-based solution contained (in mM): 10 KCl, 2 MgCl<sub>2</sub>, 10 HEPES, 130 potassium gluconate, 1 ethylene glycol tetraacetic acid (EGTA), 4 Mg-ATP and 0.3 Tris-GTP. For recordings, data were sampled at 25 kHz and low-pass filtered at 10 kHz. Series resistance (10 to 50 MΩ) was always compensated and monitored for consistence during recording. Cells with leak currents > 200 pA and with a membrane resistance < 100 MΩ were excluded. Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded holding the cells at -70 mV. Traces were low-pass filtered at 1 kHz, sEPSCs were selected through a template-based analysis, and amplitude and frequency were automatically calculated. Current-voltage relationships were obtained using voltage steps of -90 to +50 mV for 500 ms at a holding potential

of -70 mV. Action potentials were evoked using a single 1 second depolarizing current injection (200 pA) or repeated current steps of 10/40 pA. Firing frequency and kinetics were determined using a threshold-based method. Rheobase was estimated as the current value at which the first action potential was fired during a slowly rising current ramp. Fast afterhyperpolarization (fAHP) was calculated for the first action potential evoked during a 1 second depolarising current step and was measured by subtracting the spike threshold from the AHP peak within 5 ms after spike initiation.

### **Immunohistochemistry**

CrT<sup>+/y</sup> and CrT<sup>-y</sup> mice were perfused with 4% paraformaldehyde in phosphate buffer (0.1M, pH 7.4; PB). Brains were post-fixed for 2h and impregnated with 30% sucrose in PB. Coronal brain sections (45  $\mu$ m) were cut on a freezing microtome and processed for immunohistochemistry. After a blocking step, free-floating slices were incubated overnight at 4°C in a solution of primary antibody (Parvalbumin, 1:1000, catalog #195004, Synaptic System) and antigen-antibody interaction was revealed with suitable Alexa Fluor-conjugated secondary antibodies (1:400, catalog #706-545-148, Jackson ImmunoResearch). Sections were then counterstained with Hoechst dye (1:500, catalog #94403, Merck Life Science), mounted on microscope slides and coverslipped using Vectashield mounting medium (Vector Laboratories). PV<sup>+</sup> cells were counted using a Zeiss Axiophot microscope (Carl Zeiss) with 20x magnification and the StereoInvestigator software (MicroBrightField). Sampling boxes (250x250  $\mu$ m) were located in both superficial and deep layers of prefrontal cortex (PFC) and anterior cingulate cortex (ACC). Cell density was averaged from at least 6 counting boxes per animal. To quantify the density of PV<sup>+</sup> puncta, we imaged superficial and deep layers of PFC and ACC using a Zeiss laser scanning Apotome microscope equipped with 63x oil immersion objective (Carl Zeiss). For each section, we imaged serial optical sections at 0.33  $\mu$ m intervals for a total of at least 15 optical sections (5  $\mu$ m). 6 sections were analyzed for each animal (3 in superficial layers and 3 in deep layers). Maximum intensity projections (MIPs) were generated from the group of 5 consecutive sections yielding the higher mean pixel intensity. These MIPs were imported in ImageJ and quantified using the Puncta analyzer plugin [6]. The number of positive puncta was measured within the entire acquired area.

### **Y maze**

The Y maze has three symmetrical arms at a 120° angle (26cm length, 10cm width, 15cm height). An arm entry was scored when all four limbs of the animal were within the arm [2].

### **Open field and object recognition test**

The apparatus consisted of a squared arena (60 x 60 x30 cm) constructed in poly(vinyl chloride) with black walls and a white floor. First, mice received one session of 10-min duration in the empty arena (open field test, day 1). Animal position was continuously recorded by the video tracking system (Noldus Ethovision XT). In the recording software, an area corresponding to the center of the arena (a central square 30 x 30 cm), and a peripheral region (corresponding to the remaining portion of the square) were defined. The object recognition test (ORT) consisted of two phases: familiarization and testing phase. During the familiarization phase (day 2), two identical objects were placed in diagonally opposite corners of the arena, approximately 15 cm from the walls, and mice were allowed 10 min to explore the objects. The objects were made of plastic, metal, or glass material and were too heavy to be displaced by mice. The testing phase was performed 24h after the familiarization phase (day 3). One of the two familiar objects was replaced with a new one, while the other object was replaced by an identical copy. The objects were placed in the same locations as the previous ones. Mice were allowed to explore objects for 5 min. To avoid possible preferences for one of two objects, the choice of the new and old object and the position of the

new one were randomized among animals. The amount of time spent exploring each object (nose sniffing and head orientation within <1.0 cm) was recorded and evaluated by the experimenter blind to the mouse genotype. Arena and objects were cleaned with 10% ethanol between trials to stop the build-up of olfactory cues. Mice exploring the two objects for less than 5 s during the sample phase were excluded from testing [2].

### **Intrinsic optical signal (IOS) imaging**

A metal ring was attached to the skull in correspondence of the binocular visual cortex and a drop of transparent nail polish was employed to improve the optical access. Mice were anesthetized with isoflurane (1-3%) and secured under the objective using a magnet mounted on an arduino-based imaging chamber. Imaging was performed using a custom Leica macroscope. Frames were acquired at 30 fps with a 512×512 pixels resolution. Visual stimuli were displayed on a screen placed 13 cm away from the eyes of the animals. Fluctuations of reflectance (R) for each pixel were computed as the normalized difference from the average baseline ( $\Delta R/R$ ). A region of interest (ROI) was identified on the mean image of the contralateral eye response by selecting the pixels in the lowest 30%  $\Delta R/R$  of the range between the maximal and minimal intensity and mean evoked response was quantitatively estimated as the average intensity within the ROI over at least 80 trials [7].

### **EEG recordings**

EEG electrodes were placed over the frontal and the occipital areas. Video-recordings were performed in parallel during the entire length of EEG assessment. Signals were recorded at 400 Hz sampling frequency. After kainic acid (KA) treatment, animals were observed for 1h. The baseline period of each animal was used as a cutoff threshold (mean line length + 8xSD). Events in the 2-10 Hz frequency range, with a line length higher than the defined threshold, and lasting at least 10 seconds were identified as seizures. At the behavioral level, seizures were scored according to the Racine scale. Seizures of stage 1 and 2 were classified as tonic events, seizures of stage 3 were assigned to clonic events and seizures of stage 4, 5 and 6 were categorized as tonic-clonic events [7].

### **Stereotaxic injections of zolpidem**

CrT<sup>+/y</sup> and CrT<sup>-y</sup> mice (PND100-105) were anesthetized with isoflurane (1-3%) and fixed on a stereotaxic frame. After placing a small burr hole, a glass microcapillary (80  $\mu$ m tip) was inserted into the visual cortex at two different depths (200 and 600  $\mu$ m) to inject zolpidem (100  $\mu$ M, 0.25  $\mu$ l per site) or sterile PBS. Coordinates of injections were identified by previous IOS imaging of baseline visual responses.

### **Supplementary References**

1. Hippenmeyer S, Vrieseling E, Sigrist M, Portmann T, Laengle C, Ladle DR, Arber S (2005): A developmental switch in the response of DRG neurons to ETS transcription factor signaling. *PLoS Biol* 3: e159.
2. Baroncelli L, Molinaro A, Cacciante F, Alessandri MG, Napoli D, Putignano E, *et al.* (2016): A mouse model for creatine transporter deficiency reveals early onset cognitive impairment and neuropathology associated with brain aging. *Hum Mol Genet* 25: 4186–4200.
3. Molinaro A, Alessandri MG, Putignano E, Leuzzi V, Cioni G, Baroncelli L, Pizzorusso T (2019): A Nervous System-Specific Model of Creatine Transporter Deficiency Recapitulates the Cognitive Endophenotype of the Disease: a Longitudinal Study. *Sci Rep* 9: 62.
4. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, *et al.* (2012): Differential gene and

transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* 7: 562–578.

5. Becht E, McInnes L, Healy J, Dutertre C-A, Kwok IWH, Ng LG, *et al.* (2018): Dimensionality reduction for visualizing single-cell data using UMAP. *Nat Biotechnol.* <https://doi.org/10.1038/nbt.4314>
6. Ippolito DM, Eroglu C (2010): Quantifying synapses: an immunocytochemistry-based assay to quantify synapse number. *J Vis Exp.* <https://doi.org/10.3791/2270>
7. Mazziotti R, Cacciante F, Sagona G, Lupori L, Gennaro M, Putignano E, *et al.* (2020): Novel translational phenotypes and biomarkers for creatine transporter deficiency. *Brain Commun* 2: fcaa089.

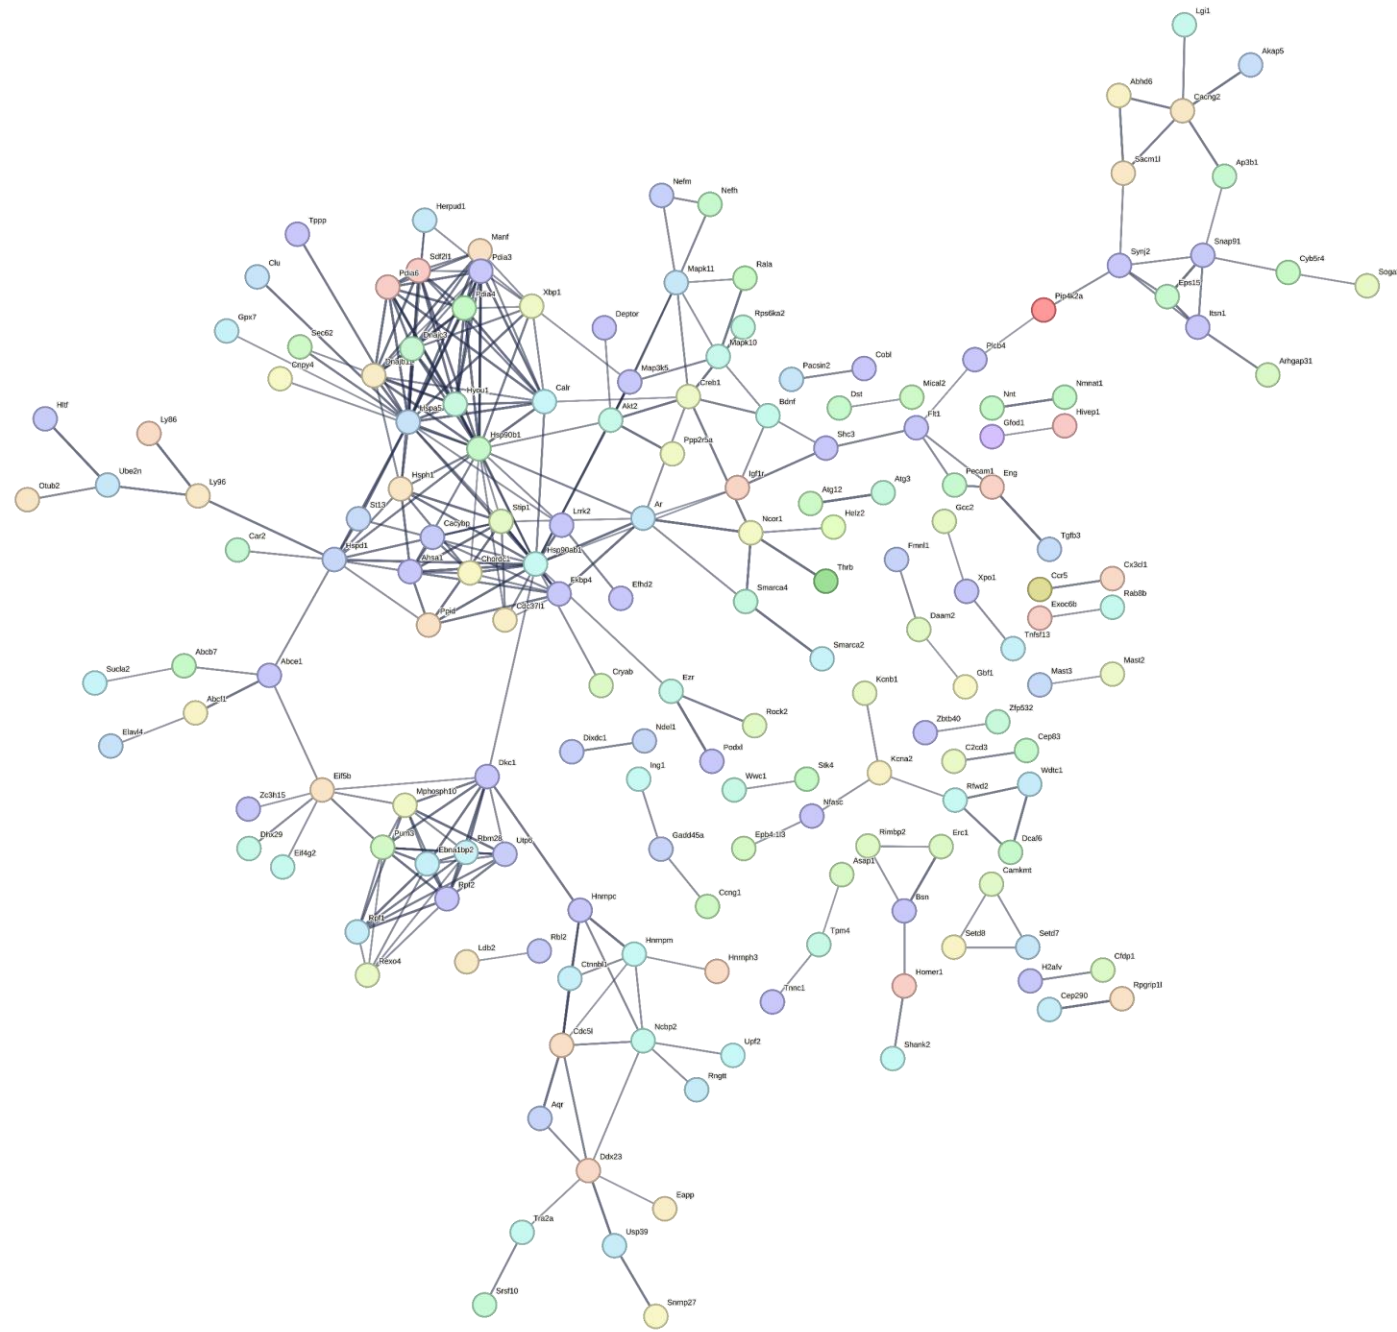

**Figure S2. STRING PPI network of the proteins corresponding to downregulated genes identified with bulk RNA-seq.** The chaperone complex is the most represented cluster. Average local clustering coefficient 0.278; enrichment p-value 1.0e-16; average node degree 1.35.

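The network in Fig. S2 joins proteins by the links that the STRING database records between them, and its clusters are listed in Table S5. Under protein processing in the ER and signal peptide processing, Table S5 lists 14 genes, which were all downregulated DEGs in the 4 CrT -/y against the 3 CrT +/y cortices, with a median log2 fold change of -0.42. They come from the genes that the paper found downregulated in these same cortices, so this count is no independent test.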

**a**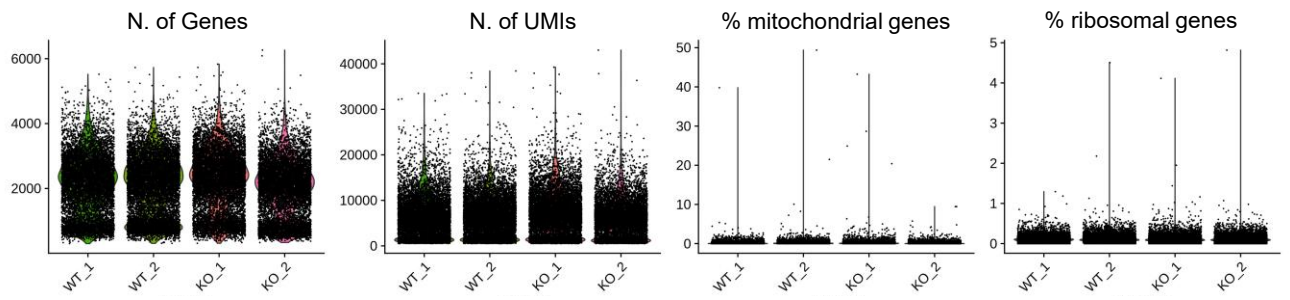**b**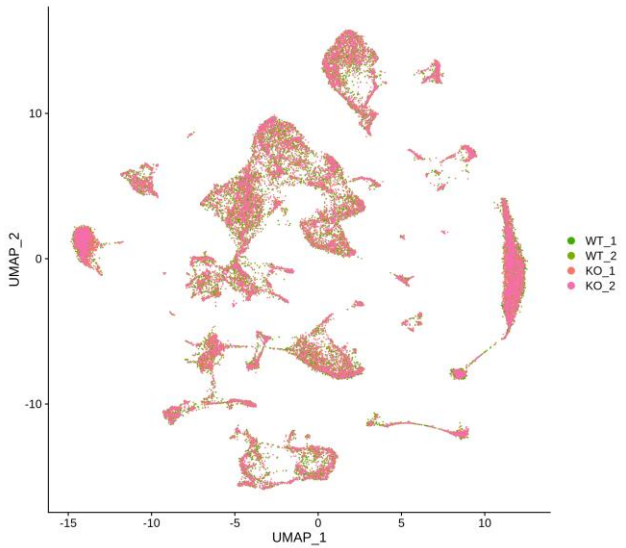**c**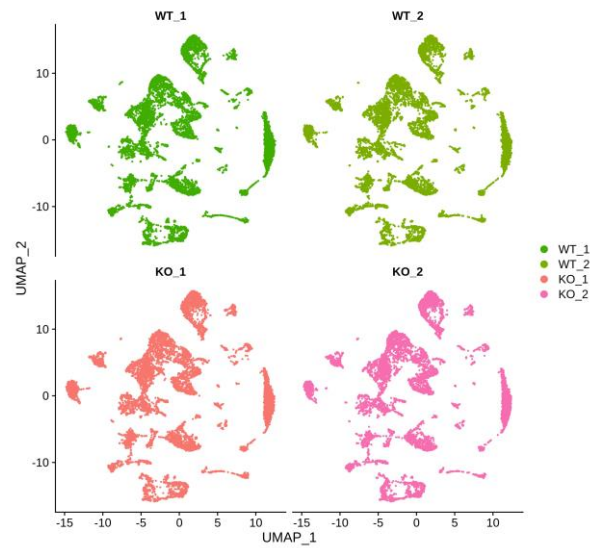**d**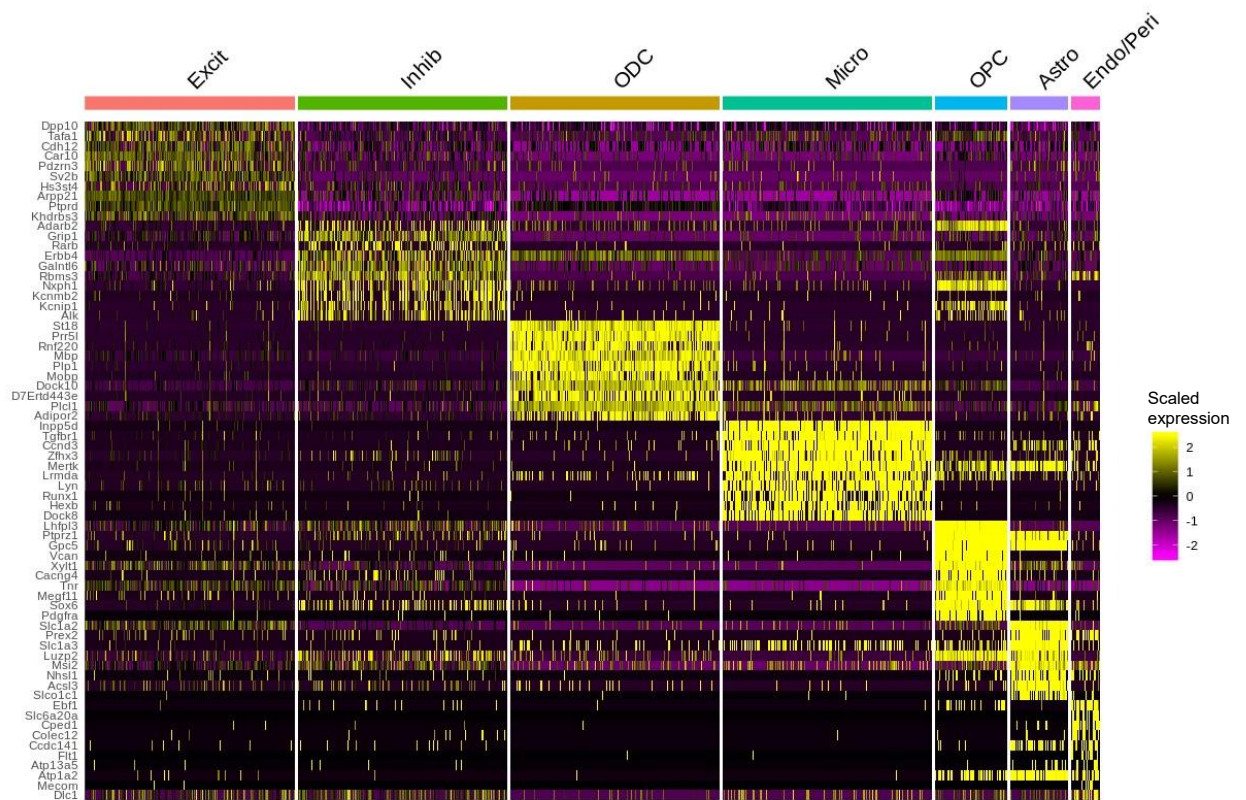**e**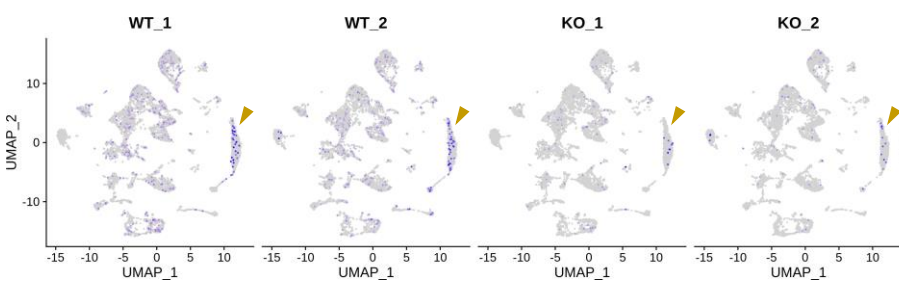**f**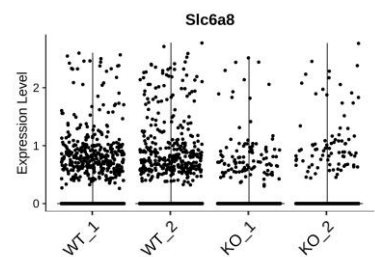

**Figure S3. snRNA-seq analysis of the cerebral cortex of CrT<sup>+/y</sup> and CrT<sup>-y</sup> animals.** **a)** Violin plots showing number of genes, number of UMIs, percentage of mitochondrial UMIs and percentage of ribosomal UMIs across the 4 samples. **b)** UMAP plot showing the overlay between the samples of snRNA-seq dataset of CrT<sup>+/y</sup> (n=2) and CrT<sup>-y</sup> (n=2) animals. **c)** UMAP plot showing the cell distribution in the snRNA-seq dataset of CrT<sup>+/y</sup> (n=2) and CrT<sup>-y</sup> (n=2) animals by sample of origin. **d)** Heatmap plot showing the top 10 markers for each major cell population (Logistic regression test with samples as latent variables, adj p-value < 0.1, top 10 markers by descending average log2 fold change). **e)** UMAP plot showing the *Slc6a8* normalized cell expression by sample of origin. Arrowheads point to ODC population. **f)** Violin plot showing *Slc6a8* normalized cell expression by sample of origin (log FC = -1.34; Wilcoxon rank sum test, adj p-value =  $6.37 \times 10^{-70}$ ).

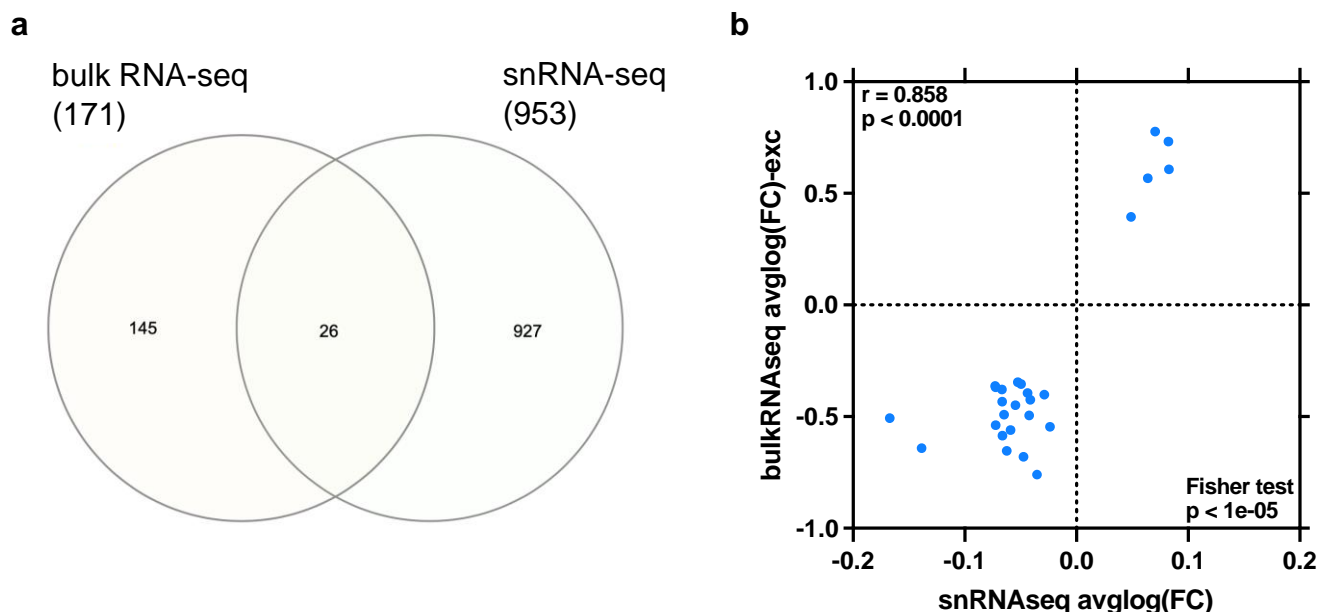

**Figure S4. Comparison of the transcriptome changes revealed by bulk and snRNA-seq.**

**a)** Venn diagram showing the intersection between differentially expressed genes (adjusted p-value < 0.05) identified by bulk RNA-seq and detected in excitatory cells by snRNA-seq (Fisher test showing a significant overlap between the two groups,  $p < 0.00001$ ). 

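Over the 41 genes shared by the bulk DEGs and the excitatory neuron DEGs, the bulk log2 fold changes computed from the deposited values and the snRNA-seq changes in Table S8 had a Spearman rho of 0.251 across genes (permutation test, two-sided p = 0.114) and a Pearson r of 0.457. Genes are not independent replicates. Over all excitatory neuron DEGs tested in bulk, rho was 0.200 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). After upper quartile scaling, the genes shared under that setting gave a rho of 0.455. The lowest bulk change among the shared genes was in *Hspa5*, whose snRNA-seq change in Table S8 is -0.0662. The paper's own lists share 26 genes at an adjusted p-value under 0.05, of which 5 are higher and 21 lower in both, and 21 of them were DEGs under that threshold here too.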

The numbers indicate the numerosity of the sets. **b)** Scatter plot correlating the expression changes in genes significantly regulated in bulk RNA-seq (logFC, y axis) and detected in excitatory cells by snRNA-seq (logFC, x axis) in adult mice (Spearman  $r = 0.858$ ,  $p < 0.0001$ ; Fisher test showing significant enrichment in the II and IV quadrants,  $p < 1e-05$ ).

**a****UP**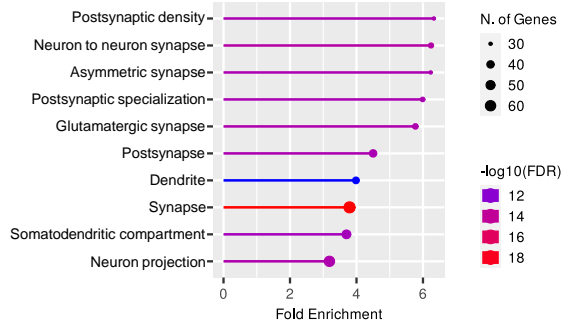**Excitatory****b****DOWN**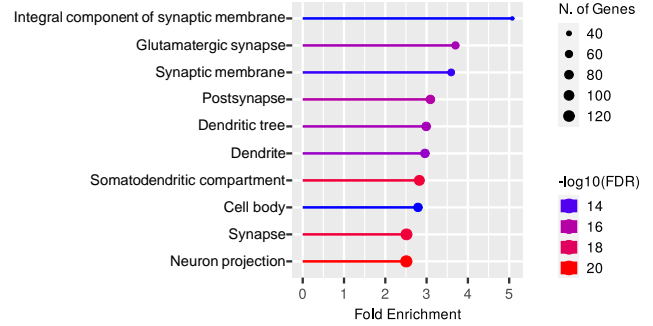**c****UP**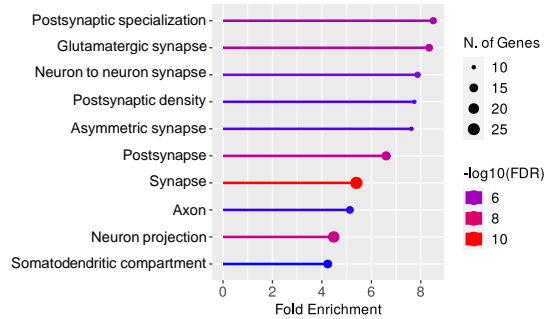**Inhibitory****d****DOWN**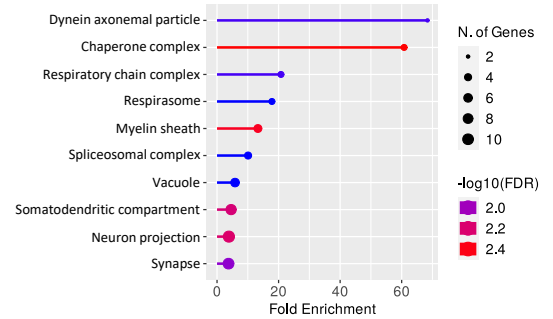**e****UP**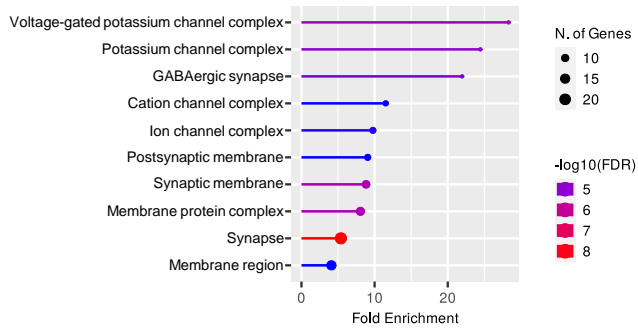**Oligodendrocytes****f****DOWN**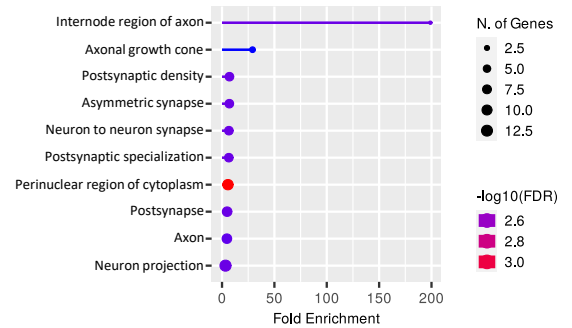**g****Microglia****UP**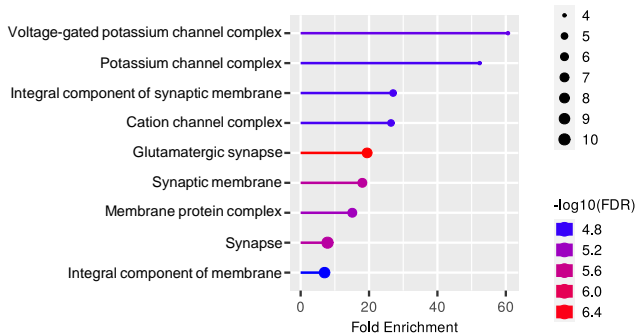

**Figure S5. Gene ontology (GO) analysis for cellular component from the snRNA-seq data set showing enrichment in synaptic components in neuronal and non-neuronal cell populations.** Fold enrichment of top-level overrepresented GO terms in excitatory **(a,b)** and inhibitory **(c,d)** neurons, oligodendrocytes **(e,f)** and microglia **(g)**. Calculated by ShinyGO 0.76.3, FDR < 0.05.

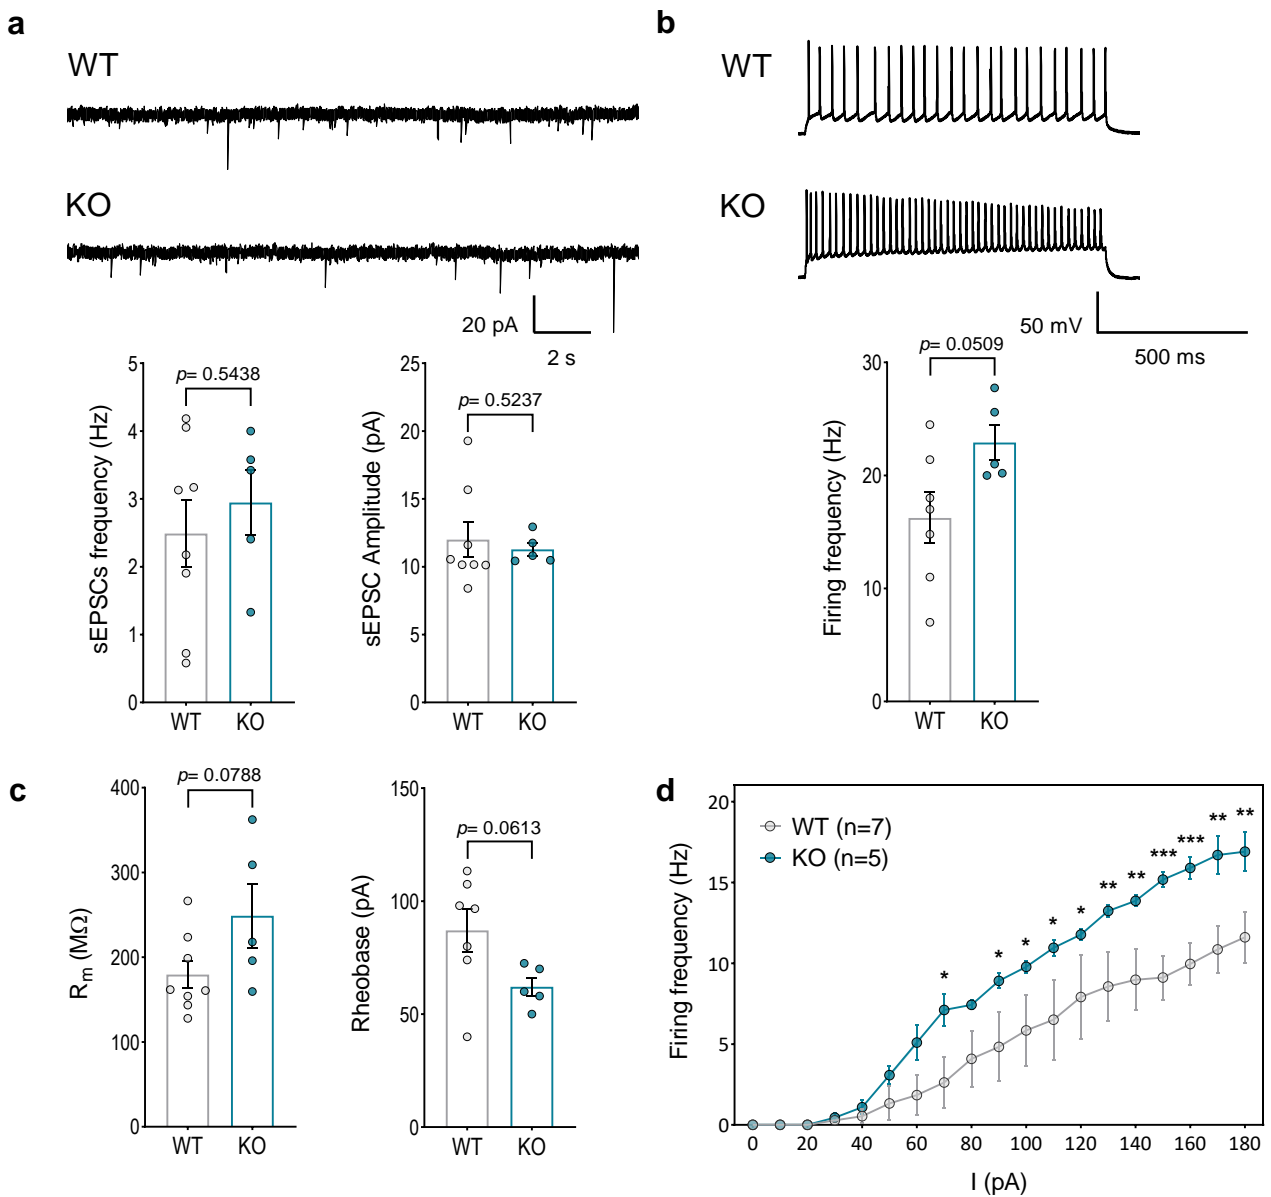

**Figure S6. Electrophysiological characterization of pyramidal neurons in the PFC of CrT<sup>+/y</sup> (WT) and CrT<sup>-y</sup> (KO) mice.** Recordings were obtained from layer II/III pyramidal neurons from 8 CrT<sup>+/y</sup> and 5 CrT<sup>-y</sup> animals at PND35-40, dots represent average values from each animal. Unless otherwise stated, measurements were performed on all subjects. a) Representative traces (top) and quantification (bottom) of spontaneous excitatory postsynaptic currents (sEPSCs) in pyramidal cells of CrT<sup>+/y</sup> and CrT<sup>-y</sup> animals. No differences were found between the genotypes in frequency (t-test,  $p = 0.5438$ ) and amplitude (Mann-Whitney test,  $p = 0.5237$ ). b) Representative traces (top) and quantification (bottom) of firing frequency, showing a trend towards an increased firing in CrT<sup>-y</sup> pyramidal neurons (t-test,  $p = 0.0509$ ;  $n = 7$  for CrT<sup>+/y</sup> and 5 for CrT<sup>-y</sup>). c) CrT<sup>-y</sup> pyramidal neurons display a trend towards higher membrane resistance (left, t-test,  $p = 0.0788$ ) and lower rheobase (right, t-test,  $p = 0.0613$ ) compared to controls. d) Frequency vs. current plot showing persistently increased firing frequency in CrT<sup>-y</sup> cells across a range of injected currents (Two-way RM ANOVA followed by Fisher's LSD test;  $n = 7$  for CrT<sup>+/y</sup> and 5 for CrT<sup>-y</sup>). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . Data are expressed as mean  $\pm$  SEM.

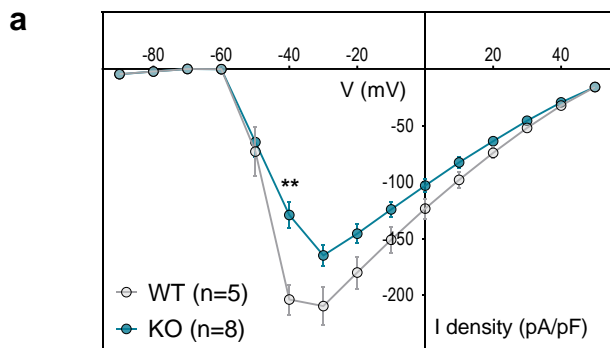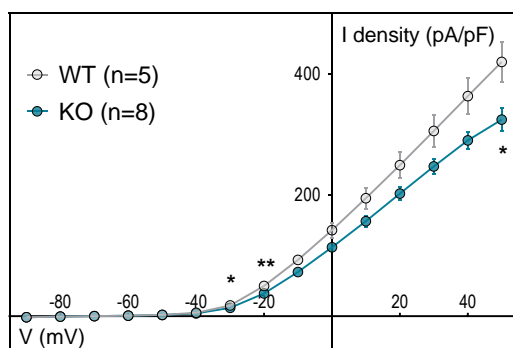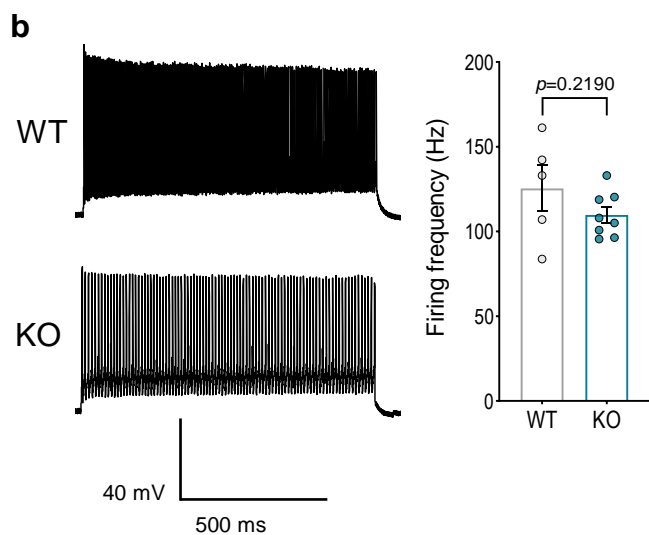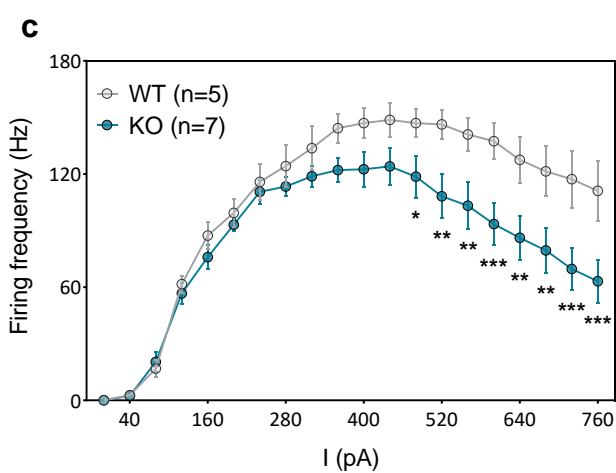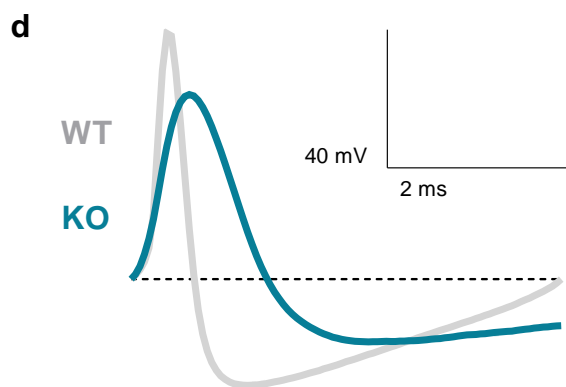

**Figure S7. Electrophysiological characterization of PV<sup>+</sup> interneurons in the PFC of CrT<sup>+/y</sup> (WT) and CrT<sup>-y</sup> (KO) mice.** Recordings were obtained from GFP<sup>+</sup> cells from 5 CrT<sup>+/y</sup> and 8 CrT<sup>-y</sup> animals carrying the Cre-recombinase in PV<sup>+</sup> interneurons (PV::CrT<sup>+/y</sup> and PV::CrT<sup>-y</sup>), injected with the AAV9 pCAG-FLEX-EGFP-WPRE vector. Dots represent average values from each animal. Unless otherwise stated, measurements were performed on all subjects. a) Current-voltage relationships showing a decrease in peak Na<sup>+</sup> (left) and steady-state K<sup>+</sup> (right) current densities in PV::CrT<sup>-y</sup> (KO) neurons with respect to controls (Two-way RM ANOVA followed by Fisher's LSD test). b) Representative traces (left) and quantification (right), showing a trend towards a decrease in firing frequency in PV::CrT<sup>-y</sup> neurons (t-test, p= 0.2190). c) Frequency vs. current plot showing that PV::CrT<sup>-y</sup> neurons persistently fire at lower frequency across a broad range of injected currents compared to controls (Two-way RM ANOVA followed by Fisher's LSD test; n= 5 for PV::CrT<sup>+/y</sup> and 7 for PV::CrT<sup>-y</sup>). d) Representative trace showing the typical profile of action potentials in the two groups (left) and quantification of action potential amplitude (left graph), half-width (central graph) and fAHP (right graph), indicating an alteration of all three parameters in CrT<sup>-y</sup> neurons (t-test, p= 0.0585 for peak amplitude, p <0.1 for half-width, p<0.001 fAHP). \*p< 0.05, \*\*p< 0.01, \*\*\*p<0.001. Data are expressed as mean ± SEM.

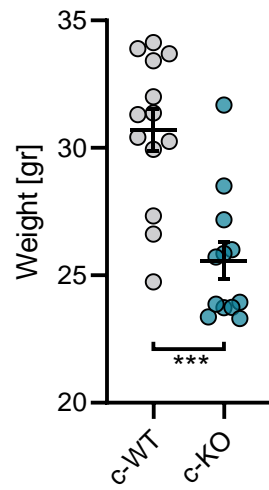

**Figure S8. Weight difference between PV::CrTfl<sup>+/-</sup> (c-WT) and PV::CrTfl<sup>-/-</sup> (c-KO) animals at PND190.** Lower weight of PV::CrTfl<sup>-/-</sup> (n= 12) compared to sex and age matched PV::CrTfl<sup>+/-</sup> controls (n= 13; t-test, p < 0.001). \*\*\*p < 0.01. Data are expressed as mean ± SEM. Circles represent individual data values.

How the deposited data were processed for this re-analysis (not part of the article)

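Bulk RNA-seq of the cerebral cortex was analysed from 3 CrT +/y and 4 CrT -/y male mice at postnatal day 100. Each animal gave 1 library. The groups and replicate numbers were taken from the sample labels, which give each animal a genotype and a number, and from the methods of the paper. CrT -/y animals carry the numbers 0 to 3 and CrT +/y animals 1 to 3. The pairing used in 2 of the alternatives comes from these numbers alone; the labels do not say which animals were littermates.

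The authors aligned the reads to mm10 and its transcriptome with the Tuxedo protocol (TopHat and Cufflinks), kept reads aligned uniquely to known exons or splice junctions with at most 2 mismatches, and deposited 1 table with the FPKM of each gene and animal. FPKM are scaled by the authors to transcript length and mapped reads, so no count model was used. The table has 24346 genes, no missing values and no column besides the 7 animals that was used or left out. Depth per library is known from the paper's Table S11 only under names that are not tied to the animals one by one, so ranges per genotype were used. Relative depth was estimated from weakly expressed genes, as the most frequent log2 ratio between each pair of libraries. There were 2521 genes whose highest value times the transcript length in kb was under 0.3. Of these, the ones with transcripts over 1500 bp were used, which gave 155 to 281 genes for each pair. With 3 and 4 animals, the exact permutation test over the 35 splits cannot give p under 0.0286.

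In the main setting, 0.1 was added to FPKM, values were put on the log2 scale, and genes with a mean of at least 1 FPKM were tested with limma (version 3.58.1, R 4.3.3): a linear model on genotype, moderated with a trend of the variance on expression, and Benjamini-Hochberg adjustment over all tested genes. DEGs are genes with an adjusted p-value under 0.1, as in the paper. Gene sets were tested with camera at an inter-gene correlation of 0.01 and with Fisher's exact test (one-sided, all tested genes as background), and their levels per animal with exact permutation tests (two-sided). The overlap with the excitatory neuron DEGs of Table S8 was tested with Fisher's exact test and the correlation across genes with 100000 permutations (10000 under the alternatives). Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

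The gene sets, the tests, the alternatives and the rule for naming genes were chosen before the data were examined, except for the GC content correction, the correlation over the genes shared by the paper's own lists the exact tests of set levels under other settings, and the tests that the closing section names as chosen later. The rule names *Slc6a8*, the qPCR genes of Table S2, genes in the paper's text, the 5 largest rises and 5 largest falls among DEGs whose groups do not overlap, the 3 genes with the smallest p-value in each gene set, and all members of sets of 15 or fewer. Not every result of these genes is reported here. Cell type, region and clock sets are reported as sets, without their single genes, a choice made after their values had been computed.

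Positions, transcript lengths and GC content come from the GENCODE mouse annotation release M21 of GRCm38. Length and GC content are those of the longest annotated transcript of each gene, which need not be the one expressed. Of the 24346 symbols, 23310 matched a current symbol and 664 a synonym, and 372 did not match. Among the tested genes, 99.4% had a transcript length.

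The alternatives were a pseudocount of 1 or 0.01, no filter on low values or a mean of at least 0.1 or 5 FPKM, quantile normalization, upper quartile scaling, median centring, a correction of each animal for transcript length, moderation without a trend, array weights, a block on the replicate number with and without the length correction, each animal left out in turn, camera with an estimated inter-gene correlation, the ribosomal, respiratory chain and folding sets without the genes of Table S1, and a wider synaptic set from Tables S9 and S10.

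The fit was tested on simulated data made from these animals' means and spread, with 200 of 12988 genes changed. At a log2 change of 0.3, 13.5% of the changed genes were recovered, at 0.6 77.5% and at 1 95.5%, with 12.9%, 9.36% and 11.6% false calls. The median changes of the ribosomal and synaptic sets (0.19 and -0.07) are smaller than the smallest change simulated. In the real fit 1318 genes were called, far more than the 200 changed here. The Benjamini-Hochberg threshold depends on that share, so the recovered percentages do not carry over to the real fit. There, for example, *Rpl21* was called at a log2 fold change of 0.23. The snRNA-seq, qPCR, electrophysiology, imaging and behavior of the paper were not analysed here.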

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

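In a group of 4 CrT -/y animals, a value was singled out when the gap between the highest or lowest animal and its nearest neighbour exceeded the 5% critical value of Dixon's ratio of gap to range. Among 82 measures, 11 had such an animal, where chance gives 4.1. The measures are not independent of each other. They leave out the single genes of the cell type, region, clock and mitochondrial ribosomal sets. This choice was made after a wider list had been seen, so the comparison of 11 with 4.1 is no fair test against chance. The 3 CrT +/y animals were too few for this comparison. The tests named in this part were chosen after the values had been seen, except for the leave-one-out fits and the length correction.

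CrT -/y replicate 3 was the animal apart in 7 of the 11. The oligodendrocyte and myelin marker level was -0.563 there and 0.031 to 0.148 in the other 3. *Rbm3* was at 93.6 FPKM, against 124.6 to 128.8 FPKM, and *Ide* at 25.1 FPKM, against 18.1 to 18.3 FPKM. The Y-linked genes *Eif2s3y* (16.2 FPKM against 23.5 to 24.1 FPKM) and *Ddx3y* (16.0 FPKM against 20.6 to 21.2 FPKM) were lower, as was the level of the 4 Y-linked genes tested (-0.194 against 0.018 to 0.035). The slope of log2 expression on log10 transcript length was -0.100 against -0.045 to -0.036. In the Y-linked and length measures, CrT +/y replicate 3 deviated in the same way, with *Eif2s3y* at 16.1 FPKM, *Ddx3y* at 17.0 FPKM, a Y-linked level of -0.132 and a length slope of -0.087. These measures are therefore not peculiar to 1 animal. *Ide* went the other way in CrT +/y replicate 3 (11.4 FPKM, against 26.7 and 27.3 FPKM in CrT +/y replicates 1 and 2), and its myelin level was not low (0.158). A different mix of grey and white matter in the dissected piece could lower myelin transcripts. Over both genotypes no cell type or region set passed the 0.05 threshold after adjustment (smallest adjusted p = 0.0784 in limma camera). The myelin level of CrT -/y replicate 3 was not tested against other explanations. Without CrT -/y replicate 3, 328 DEGs were called.

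CrT -/y replicate 1 was apart for *Cdhr1* (9.14 FPKM against 2.83 to 3.44 FPKM), *Stip1* (49.5 FPKM against 54.5 to 55.4 FPKM) and *Rpl37* (154.7 FPKM against 162.5 to 162.8 FPKM), and CrT -/y replicate 0 for *Srsf5* (203.5 FPKM against 182.6 to 184.0 FPKM). For *Stip1* and *Rpl37* the gap is small beside the distance to the CrT +/y animals, and the log2 fold changes lay between -0.46 and -0.38 and between 0.48 and 0.71 with each animal left out. The rise of *Cdhr1* rests on that animal in part, with log2 fold changes between 1.13 and 1.91 with each animal left out. No technical explanation of these single values was tested.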

How the results depend on the processing

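Of the settings below, the GC content correction and the genes shared by the paper's own lists were chosen after the result had been seen. With the added 0.1, the filter, the scaling, the length correction, the variance model and the animals each changed in turn, the direction of the ribosomal protein, respiratory chain, protein folding, synaptic, heat shock factor 1 and unfolded protein response sets did not change under any alternative. The limma camera p of the folding, heat shock and unfolded protein response sets stayed under 0.05 under all of them. With the inter-gene correlation estimated, camera lost the ribosomal protein genes (median 0.187, p = 0.172), the respiratory chain genes (0.0938, p = 0.329), the synaptic genes (-0.0722, p = 0.164) and the cold-inducible genes (0.0752, p = 0.306). The cause was not tested.

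The number of DEGs depended on the setting. Without a filter on low values there were 730 DEGs (206 upregulated, 524 downregulated, 62 at an adjusted p-value under 0.05), the cold-inducible set had a median of 0.0752, which lost its call, and 2 *Slc6a8* neighbours were called. Downregulated DEGs were 555 after quantile normalization (2 neighbours called), 527 after median centring (240 DEGs under 0.05) and 625 without a variance trend (65 under 0.05), against 941. Upper quartile scaling gave 741 upregulated and 463 downregulated DEGs, and the correction for transcript length 564 and 640, against 377 and 941. Array weights gave 602 upregulated DEGs, 608 DEGs under 0.05 and a cold-inducible median of 0.00515, which lost its call. After the GC content correction, 627 genes were downregulated and 2 neighbours were called. The causes were not tested.

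The overlap with the excitatory neuron DEGs was 49 genes with a mean of at least 5 FPKM (Fisher's exact p = 0.056). It also passed 0.05 no longer with the replicate block (Fisher's exact p = 0.123), with the replicate block with gene length correction (p = 1) and without CrT -/y replicates 0 (p = 0.098) and 2 (p = 0.138). The correlation of fold changes passed 0.05, among other settings, after upper quartile scaling (rho 0.455), median centring (0.452), the length correction (0.424) and over all excitatory DEGs (0.200). Over the genes shared by the paper's own lists, rho was 0.395. No value was given for it with the replicate block, with both corrections, or without CrT -/y replicates 0, 1 and 2 or CrT +/y replicate 1, where too few genes were shared. The cause was not tested.

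With the replicate block there were 576 DEGs (166 upregulated, 410 downregulated, 28 under 0.05), 4 shared genes, 1 neighbour called and an immediate early gene median of 0.028. With the replicate block with gene length correction there were 373 DEGs (145 and 228, 4 under 0.05), 0 shared genes, 1 neighbour called and a median of 0.049. In these fits the *Sf3b1* log2 fold change was -0.00140 (replicate block), the *Ide* log2 fold change 0.00380 and 0.061, and the microglia markers were at 0.030 with the replicate block with gene length correction. Animals of the same number did not deviate together (mean r -0.028, from -0.078 to 0.046), and they are different animals. Number 0 has only 1 animal, so the block also takes CrT -/y replicate 0 out of the genotype estimate. Leaving that animal out alone gave 614 DEGs, so most of the drop from 1318 to 576 goes with the lost animal.

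Across the 7 fits that each left out 1 animal there were 64 to 3733 DEGs, 11 to 1340 upregulated, 53 to 2393 downregulated and 17 to 2362 under 0.05, with 3 to 210 shared genes, and rho from 0.117 to 0.256 in the 3 fits that gave one. Called neighbours were 0 to 6, and 0 to 3 marker sets passed. The cause was not tested.

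Median log2 fold changes in the same 7 fits lay between 0.142 and 0.297 for the ribosomal protein genes, 0.0154 and 0.180 for the respiratory chain genes, -0.161 and -0.125 for the folding genes, -0.0976 and -0.0647 for the synaptic genes, -0.294 and -0.247 for the heat shock factor 1 targets and -0.476 and -0.406 for the unfolded protein response genes. Cold-inducible genes lay between -0.0402 and 0.230, immediate early genes between -0.390 and 0.0279 and core clock genes between -0.0797 and 0.131. The cold-inducible genes lost their call in limma camera without CrT -/y replicate 0 (0.0379) and changed sign without CrT +/y replicate 3 (-0.0402, not called), and the immediate early genes gained one without CrT -/y replicate 2 (-0.311) and without CrT +/y replicate 1. Ranges that crossed 0 were -0.0660 to 0.0583 (mitochondrial ribosomal genes), -0.0915 to 0.0116 (somatostatin and VIP interneuron markers), -0.0516 to 0.0398 (microglia markers), -0.193 to 0.0922 (hippocampal markers), -0.224 to 0.102 (thalamic markers) and -0.719 to 0.287 (choroid plexus and ependymal markers). Of these reversals, those of the mitochondrial ribosomal genes without CrT +/y replicate 3 and of the choroid plexus markers without CrT +/y replicate 2 passed 0.05 in limma camera. Single genes that crossed 0 were *Srsf5* (-0.0920 to 0.230), *Sf3b1* (-0.0402 to 0.0461), *Ddx3y* (-0.175 to 0.0486), *Eif2s3y* (-0.0994 to 0.215), *Gamt* (-0.231 to 0.0555) and *Ide* (-0.449 to 0.174). The causes were not tested.

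Values near 0 changed sign. After quantile normalization these were the mitochondrial ribosomal genes (0.027), somatostatin and VIP markers (0.0056), microglia markers (0.0014), *Ddx3y* (0.0015) and *Ide* (0.0078). After upper quartile scaling they were the same sets (0.033, 0.015 and 0.018), *Ddx3y* (0.014), *Gamt* (0.021) and *Ide* (0.023), and after median centring the mitochondrial ribosomal genes (0.0080). The length correction changed the microglia markers (0.0091), *Ddx3y* (0.0045) and *Ide* (0.017), and array weights the mitochondrial ribosomal genes (0.011), *Sf3b1* (-0.011) and *Gamt* (0.0058). The GC content correction changed the mitochondrial ribosomal genes (0.0034), microglia markers (0.021), Y-linked genes (0.034), *Ddx3y* (0.065), *Uty* (0.0019) and *Ide* (0.039). None of the results in this paragraph passed 0.1 under these alternatives. The causes were not tested. Among the results that are not counts or the main sets, 182 lost and 22 gained a call and 48 changed sign over all alternatives, and 1195 did none of these.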

Differences from the paper's values

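The GC content correction and the correlations on the paper's own tables were chosen after the result had been seen. The paper reports 457 downregulated genes, against 941 here. The number was within 1.5 times the paper's without a filter on low values (524), after quantile normalization (555), upper quartile scaling (463), median centring (527) and the length correction (640), without a variance trend (625), with the replicate block (410), without CrT -/y replicate 0 (450) and without CrT +/y replicate 2 (514), and not under the other alternatives set before the data were examined. The GC content correction gave 627.

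Table S1 of the paper has 171 genes at an adjusted p-value under 0.05, against 366 here. The number was within 1.5 times the paper's after quantile normalization (252), after median centring (240) and without CrT +/y replicate 2 (146), and under none of the other alternatives set before the data were examined.

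The paper's lists share 26 genes between bulk and excitatory neuron DEGs, against 41 here. The number was within 1.5 times the paper's with a mean of at least 0.1 FPKM (31), after quantile normalization (27), upper quartile scaling (30), median centring (25) and the length correction (33) and without CrT +/y replicate 2 (18), and not under the other alternatives set before the data were examined. With the GC content correction it was 29.

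The paper gives a Spearman r of 0.858 for the fold changes of the shared genes, against 0.251 here. None of the alternatives set before the data were examined closed the gap, the highest being 0.464 without a variance trend. Computed on the paper's own Tables S1 and S8, the Spearman rho over the 26 shared genes was 0.439 and the Pearson r was 0.858. With the fold changes computed here for these 26 genes, Pearson's r was 0.845. The legend of Fig. S4 places the enrichment in quadrants II and IV, where the 2 changes have opposite signs. Here 38 of the 41 shared genes changed in the same direction, and in the paper's own lists all 26 did.

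The paper's log2 fold change of *Scd3* in Table S1 is -0.85, against -0.56 here. After quantile normalization it was -0.67, within the spread between animals, and none of the other alternatives set before the data were examined closed the gap. The paper's log2 fold change of *Sla2* is 1.27, against 0.32 here, and none of the alternatives set before the data were examined closed the gap or made it a DEG.

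The paper's text counts 1 more upregulated gene than the 499 on the upregulated sheet of Table S1, and 1 of the 457 genes on the downregulated sheet has a positive log2 fold change. The paper describes the energy metabolism genes as upregulated. Here 65 of the 83 respiratory chain genes were higher, with a median log2 fold change of 0.09 (adjusted p = 5.4e-06 in limma camera), while 2 were upregulated and 2 downregulated DEGs.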

Other observations

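The tests below on transcript length, the exact tests of set levels after a correction, on the values of weakly expressed genes, on the numbering of the libraries, on *Nnt*, on scaling, on marker sets and on the creatine genes without *Slc6a8*, the split counts in either direction, and the counts of splits for the cold and heat response sets and over all splits for the ribosomal protein genes, were chosen after the result had been seen.

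Other groupings of the 7 animals were tried in place of the genotypes. Of the 35 splits into 4 and 3, only 1, the genotypes themselves, gave 1318 or more DEGs, and the others gave at most 2. The same held for the overlap with the excitatory neuron DEGs (1 of 35). Of the splits, 8 part all 3 same-numbered pairs as the genotypes do, and the real one was the only 1 of those 8 for the DEGs, the overlap, the ribosomal protein genes and the folding genes, while 2 of 8 shifted the respiratory chain and the synaptic genes as far in the same direction (2 and 3 of 8 in either direction). With 8 splits the share cannot fall under 0.05. The other 27 splits leave at least 1 same-numbered pair together. Over all 35, as large a shift in the same direction came from 3 splits for the ribosomal protein genes, 5 for the respiratory chain genes, 1 for the folding genes and 4 for the synaptic genes. In either direction, the counts were 3, 8, 1 and 7. These shifts are taken against the median of all tested genes. Without that centring, the synaptic level gave the smallest exact permutation p that 35 splits allow (0.0286).

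The rise of the ribosomal protein genes may in part follow a length trend of the libraries. Across the 7 animals, the level of the set fell with the slope of all other genes on log10 transcript length (Pearson r = -0.966, exact permutation p = 0.0014, adjusted p = 0.0014; Spearman rho = -0.893, exact permutation p = 0.012). The respiratory chain set gave r = -0.973 (exact permutation p = 0.0014) in the same family of 2 relations. Without the 2 animals farthest from the median slope, CrT +/y replicates 1 and 2, r was -0.908 and -0.886. Taking the length trend out left limma camera p = 9.2e-08 for the ribosomal and 0.0262 for the respiratory chain genes (exact permutation p of the animals' levels 0.0286 and 0.257). Taking out GC content left limma camera p = 3.5e-13 and 1.7e-05 (exact permutation p 0.0571 and 0.229). The GC content of both sets is near that of all tested genes (51.0% and 50.3% against 49.8%), so the GC correction tests little. The correction for length did not take away the ribosomal shift in full. It used the longest annotated transcript of each gene, so a remainder of the length trend is not ruled out. The respiratory chain levels overlapped between genotypes under every one of these settings. A length trend can come from RNA quality or library preparation or from the genes themselves, and these cannot be told apart here.

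The numbers of genes above 0 FPKM did not overlap between genotypes (exact permutation p = 0.0286). Relative depth did overlap (exact permutation p = 0.457) and its correlation with the number of genes was 0.709 (Pearson, exact permutation p = 0.066; Spearman rho = 0.714, exact permutation p = 0.088; 1 relation), falling to 0.247 without the 2 libraries farthest from the median depth. With other length limits for the genes used, the exact permutation p of depth was 0.286 to 0.4 and the correlation up to 0.768. Depth is thus not a full account of the difference. A difference in fragment length between libraries could change how short transcripts are scaled. The value of 1 read in transcripts up to 1000 bp against those over 1500 bp separated the genotypes (exact permutation p = 0.0286), but only 4 of 9 pairs of length limits did so, so this explanation stays open.

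The fall of chaperones was also seen in other sets defined by symbol, which are not independent of the folding set. *Pdia6*, *Hspa5* and *Pdia4* had the smallest p-values in both the folding and the unfolded protein response sets. Genes shared with the folding set were not taken out of the sets below. All 15 unfolded protein response genes were lower in CrT -/y animals, 14 of them DEGs (median log2 fold change -0.42, adjusted p = 3.2e-14 over 5 sets in limma camera), and 18 of 19 heat shock factor 1 target genes were lower, 13 of them DEGs (-0.27, adjusted p = 6.6e-10 in limma camera). Neither level overlapped between genotypes (exact permutation p = 0.0286 for each). Over the 35 splits, only 1 shifted either set as far, and 1 of 8 among those parting the pairs. The cold-inducible genes *Cirbp* (97.0 ± 10.5 FPKM, SD, n = 4, against 56.1 ± 13.2 FPKM, n = 3; log2 fold change 0.81, adjusted p = 0.030 with limma) and *Rbm3* (0.84, adjusted p = 0.037) rose, while *Rtn3* (-0.14), *Srsf5* (0.08) and *Sf3b1* (0.0097) were not DEGs (adjusted p = 0.055 for the 5 genes in limma camera; 6 of 35 and 2 of 8 splits as large in the same direction, as counted for the sets that follow). Immediate early genes (exact permutation p = 0.714; 13 of 35 and 5 of 8 splits) and core clock genes (adjusted p = 0.454 in limma camera; 7 of 35 and 1 of 8 splits) showed no shift, although *Egr3* fell (-0.65, adjusted p = 0.0047 with limma). Lower heat shock and higher cold-inducible transcripts together may reflect a difference in body temperature, or in the handling of the tissue, between genotypes.

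A handling order is 1 candidate explanation. The sample labels carry a running number from 1 to 7, with CrT -/y animals at 1 to 4 and CrT +/y animals at 5 to 7, so the number and the genotype cannot be told apart between groups. Within genotypes, the mean of *Cirbp* and *Rbm3* minus that of the heat shock factor 1 targets fell along the numbers, as steeply in only 3 of the 144 orderings within genotypes, and *Cirbp* alone fell as steeply in 1 of the 144. This is the direction that would give the genotype difference. Over all tested genes, the trend within genotypes went the other way (Pearson r across genes with the genotype difference 0.185, where a numbering effect would give a negative value). Of the 144 orderings, 138 gave an r at or below this value. A steady drift along the numbers is therefore a candidate source for the cold and heat response genes. Over all tested genes, r had the wrong sign for such a drift. A step between the numbers 1 to 4 and 5 to 7 cannot be told apart from genotype, so the numbering is not ruled out for the other genes. What the numbers stand for is not stated in the labels.

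Genes near the allele were DEGs about as often as others. Within 1 Mb of *Slc6a8*, 4 of 37 tested genes were DEGs (10.8%, against 10.1% of all tested genes; Fisher's exact test, two-sided p = 0.786), namely *F8a* (-0.23), *Bcap31* (-0.25), *Ssr4* (0.41) and *Taz* (0.27). The nearest tested gene, *Bcap31*, which starts 3676 bp from the end of *Slc6a8*, fell from 37.1 ± 2.45 to 31.2 ± 1.12 FPKM (SD; n = 3 and 4; adjusted p = 0.059 with limma), so an effect of the allele on this gene is not ruled out.

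*Nnt*, a gene that differs between C57BL/6 substrains, was lower in CrT -/y animals (5.48 ± 0.454 FPKM, n = 4, against 7.02 ± 0.477 FPKM, n = 3; log2 fold change -0.35, adjusted p = 0.061 with limma), at 78.0% of the CrT +/y level. Of the other 4 genes on the substrain list, *Wdfy1* was a DEG (0.29, adjusted p = 0.097 with limma). The level of the 5 genes did not overlap between genotypes (exact permutation p = 0.0286). The paper states a pure C57BL/6J background for mice with the deleted allele. A mixed substrain background could still give the lower *Nnt*, and with the gene still expressed in all animals it cannot be told apart from an effect of genotype.

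The split into up- and downregulated DEGs followed the scaling. Between the values as deposited and upper quartile scaling, the share of upregulated DEGs moved by 32.9 percentage points, while the median log2 fold change of all tested genes went from -0.033 to 0.028. Which direction prevails among the DEGs may thus be set by the scaling.

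Of 14 cell type and region marker sets, none passed 0.05 in camera after adjustment over the sets (smallest adjusted p = 0.0784, shared by the striatal markers, 8 of 8 higher with a median of 0.60, and the GABA synthesis and interneuron genes, 8 of 10 higher with a median of 0.15). The levels of the striatal markers spanned -0.46 to 0.82 in CrT -/y and -1.20 to 0.70 in CrT +/y animals (exact permutation p = 0.4), so the share of striatum in the dissected tissue may differ between animals more than between genotypes. Of the parvalbumin interneuron markers, 6 of 8 were lower (median -0.13, exact permutation p = 0.143), which 7 animals cannot tell from the spread between them. For the excitatory neuron markers, 9 of 10 were lower and 3 were downregulated DEGs (adjusted p = 0.087 in limma camera), and their levels did not overlap between genotypes (exact permutation p = 0.0286). A difference in composition is therefore not ruled out. The paper reports for its snRNA-seq data that cell proportions did not differ. Bulk levels do not measure proportions.

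All 5 creatine pathway genes were lower in CrT -/y animals (adjusted p = 0.023 over 4 sets in limma camera; exact permutation p = 0.0571), among them the mitochondrial creatine kinase gene *Ckmt1* (99.2 ± 4.77 FPKM, n = 4, against 115.1 ± 5.88 FPKM, n = 3; log2 fold change -0.21, adjusted p = 0.077 with limma) and the synthesis enzyme gene *Gatm* (-0.35, adjusted p = 0.13 with limma). *Slc6a8* itself is 1 of the 5, and without it the other 4 had a median of -0.15 that did not pass 0.05 (limma camera p = 0.101; exact permutation p = 0.0571). The paper's text does not name the others.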
